# Arterial stiffness and cardiac dysfunction in Hutchinson–Gilford Progeria Syndrome corrected by inhibition of lysyl oxidase

**DOI:** 10.26508/lsa.202000997

**Published:** 2021-03-09

**Authors:** Ryan von Kleeck, Emilia Roberts, Paola Castagnino, Kyle Bruun, Sonja A Brankovic, Elizabeth A Hawthorne, Tina Xu, John W Tobias, Richard K Assoian

## Abstract

Arterial stiffening and cardiac dysfunction are hallmarks of premature aging in Hutchinson–Gilford Progeria Syndrome (HGPS), but the molecular regulators remain unknown. Here, we show that the LaminA^G609G^ mouse model of HGPS recapitulates the premature arterial stiffening and early diastolic dysfunction seen in human HGPS. Lysyl oxidase (LOX) is up-regulated in the arteries of these mice, and treatment with the LOX inhibitor, β-aminopropionitrile, improves arterial mechanics and cardiac function. Genome-wide and mechanistic analysis revealed reduced expression of the LOX-regulator, miR-145, in HGPS arteries, and forced expression of miR-145 restores normal LOX gene expression in HGPS smooth muscle cells. LOX abundance is also increased in the carotid arteries of aged wild-type mice, but its spatial expression differs from HGPS and its up-regulation is independent of changes in miR-145 abundance. Our results show that miR-145 is selectively misregulated in HGPS and that the consequent up-regulation of LOX is causal for premature arterial stiffening and cardiac dysfunction.

## Abstract (precis)

The findings show that increased lysyl oxidase abundance is causal for the elevated arterial stiffness present in the arteries of Hutchinson–Gilford Progeria Syndrome mice. Pharmacologic inhibition of lysyl oxidase improves cardiac dysfunction and restores arterial compliance.

## Introduction

Hutchinson–Gilford Progeria Syndrome (HGPS) is a rare genetic disease of premature aging. HGPS is caused by an autosomal dominant mutation in *LMNA*, the gene encoding Lamin A (Capell et al, 2007; Gonzalo et al, 2016). The mutation is “silent” (LaminA^G608G^) but leads to a defect in biosynthetic processing of the Lamin A precursor and results in a truncated, farnesylated version of Lamin A called progerin, which is defective in its localization within the nucleus (Capell et al, 2007; Gonzalo et al, 2016). Children with HGPS typically die in their teenage years as a consequence of cardiovascular disease (atherosclerosis, myocardial infarction, heart failure, and/or stroke) (Capell et al, 2007; Gonzalo et al, 2016). These cardiovascular consequences occur in the absence of high cholesterol or triglycerides (Gordon et al, 2005), suggesting that cholesterol-independent risk factors must be at play.

Intriguingly, the arteries of HGPS patients are abnormally stiff (Gerhard-Herman et al, 2011), and arterial stiffness is a cholesterol-independent risk factor for cardiovascular disease (Mitchell et al, 2010). Increased arterial stiffness is also a hallmark of normal aging and increases substantially after the age of 50 in healthy males and females (Mitchell et al, 2007). However, the arterial stiffness in HGPS children resembles that of ∼60 yr-old individuals (Gerhard-Herman et al, 2011), indicating a striking acceleration of arterial stiffening. Pathologically stiff arteries increase load on the heart (Safar, 2010; Laurent & Boutouyrie, 2015), which can then have systemic consequences and correlates with cardiac abnormalities such as left ventricular hypertrophy and diastolic dysfunction (Mottram et al, 2005; Kim et al, 2017). Consistent with these relationships, left ventricular hypertrophy and, particularly, diastolic dysfunction are also observed in HGPS children (Prakash et al, 2018).

The composition of the ECM plays a critical role in arterial stiffness (Cox & Erler, 2011). The stiffness of the major arteries relies on a balance of elastin and collagen fibers (Humphrey et al, 2014), which maintains a proper response to blood pressure. Elastin allows for recoil at lower load and dampens cyclic loading from the beating heart, whereas fibrillar collagens contribute to the strain-stiffening property of arteries at high load (Kohn et al, 2015). Arteries express three main fibrillar collagens, with collagen-I > collagen-III > collagen-V in abundance (Prockop & Kivirikko, 1995; Hulmes, 2008). Increased collagen deposition as well as elastin fragmentation has been observed in the arteries of HGPS children at autopsy (Merideth et al, 2008; Olive et al, 2010) and in aged arteries (Tsamis et al, 2013; Kohn et al, 2015).

In addition to increases in fibrillar collagens, the mechanical properties of tissues are regulated by matrix remodeling enzymes (Freitas-Rodríguez et al, 2017; Lampi & Reinhart-King, 2018), especially lysyl oxidase (LOX) and its family members (LOXL1, LOXL2, LOXL3, and LOXL4) (Yamauchi & Sricholpech, 2012; Nilsson et al, 2016; Steppan et al, 2019). These enzymes covalently cross-link newly synthesized collagen and elastin fibers to enhance their stability and tensile strength (Baker et al, 2013; Tsamis et al, 2013; Herchenhan et al, 2015), and LOX overexpression is commonly seen in stiffness-related pathologies (Kagan, 1994; Desmoulière et al, 1997). However, because elastin biosynthesis ends early in life (Davidson et al, 1986; Kelleher et al, 2004; Mithieux & Weiss, 2005; Wagenseil & Mecham, 2012; Tsamis et al, 2013), LOX-mediated cross-linking is thought to target newly synthesized collagens in normal aging and promote arterial stiffening.

Because HGPS is a very rare genetic disease (Olive et al, 2010; Gerhard-Herman et al, 2011), the number of HGPS patients is very small, and the detailed analysis of early and potentially causal events in the pathogenesis of HGPS must rely heavily on animal models. Osorio et al (2011) developed a knock-in mouse (hereafter called HGPS mouse) that models the human disease by expressing murine progerin (Lmna^G609G/G609G^) at the endogenous *Lmna* locus. These mice display many traits of the human disease including premature death. Arterial stiffening, left ventricular diastolic dysfunction, and an increase in the expression of several collagens, including collagen-III, IV, and V is also apparent in these mice near the end of their lifespan (del Campo et al, 2019; Murtada et al, 2020). Whether these changes are primary or secondary effects of progerin expression is not known.

In this report, we have examined arterial mechanics, cardiac function, and molecular mechanism in young HGPS mice (2 mo of age, before the onset of morbidity) in an effort to identify early and potentially causal events in disease progression. We report that arterial stiffening in HGPS is strikingly premature and associated with diastolic dysfunction. Arterial LOX is strongly up-regulated in these young mice, and systemic LOX inhibition improves arterial mechanics and cardiac function. Genome-wide profiling and cell-based mechanistic analysis indicates that a pathologic misregulation of miR-145 in HGPS is a critical and selective determinant of elevated LOX expression.

## Results

### Premature arterial stiffening in HGPS mice

We began our studies of arterial stiffening in HGPS by comparing mechanics and ECM remodeling in the arteries of WT mice versus the progerin-expressing HGPS mouse. We focused on the carotid artery, a prominent site of atherosclerotic lesion formation, as its occlusion is thought to be responsible for induction of stroke in HGPS children (Gerhard-Herman et al, 2011). Freshly isolated carotid arteries were stretched below, at, and above their in vivo lengths at constant pressure to provide insight into axial arterial stress (Fig 1A1, left). The artery was also stretched to its in vivo length (referred to as the In Vivo Stretch; IVS), and then pressurized incrementally to provide insight into circumferential vessel mechanics (Fig 1A2, right). Changes in outer diameter, wall thickness, and inner radius were used to generate axial and circumferential stress–stretch relationships, in which axial and circumferential stiffness is represented as the stress the artery experiences for a defined increase in stretch. These stress–stretch data were also used to derive the axial and circumferential tangent modulus (versus stretch), an additional way to estimate arterial stiffness.

**Figure 1.**
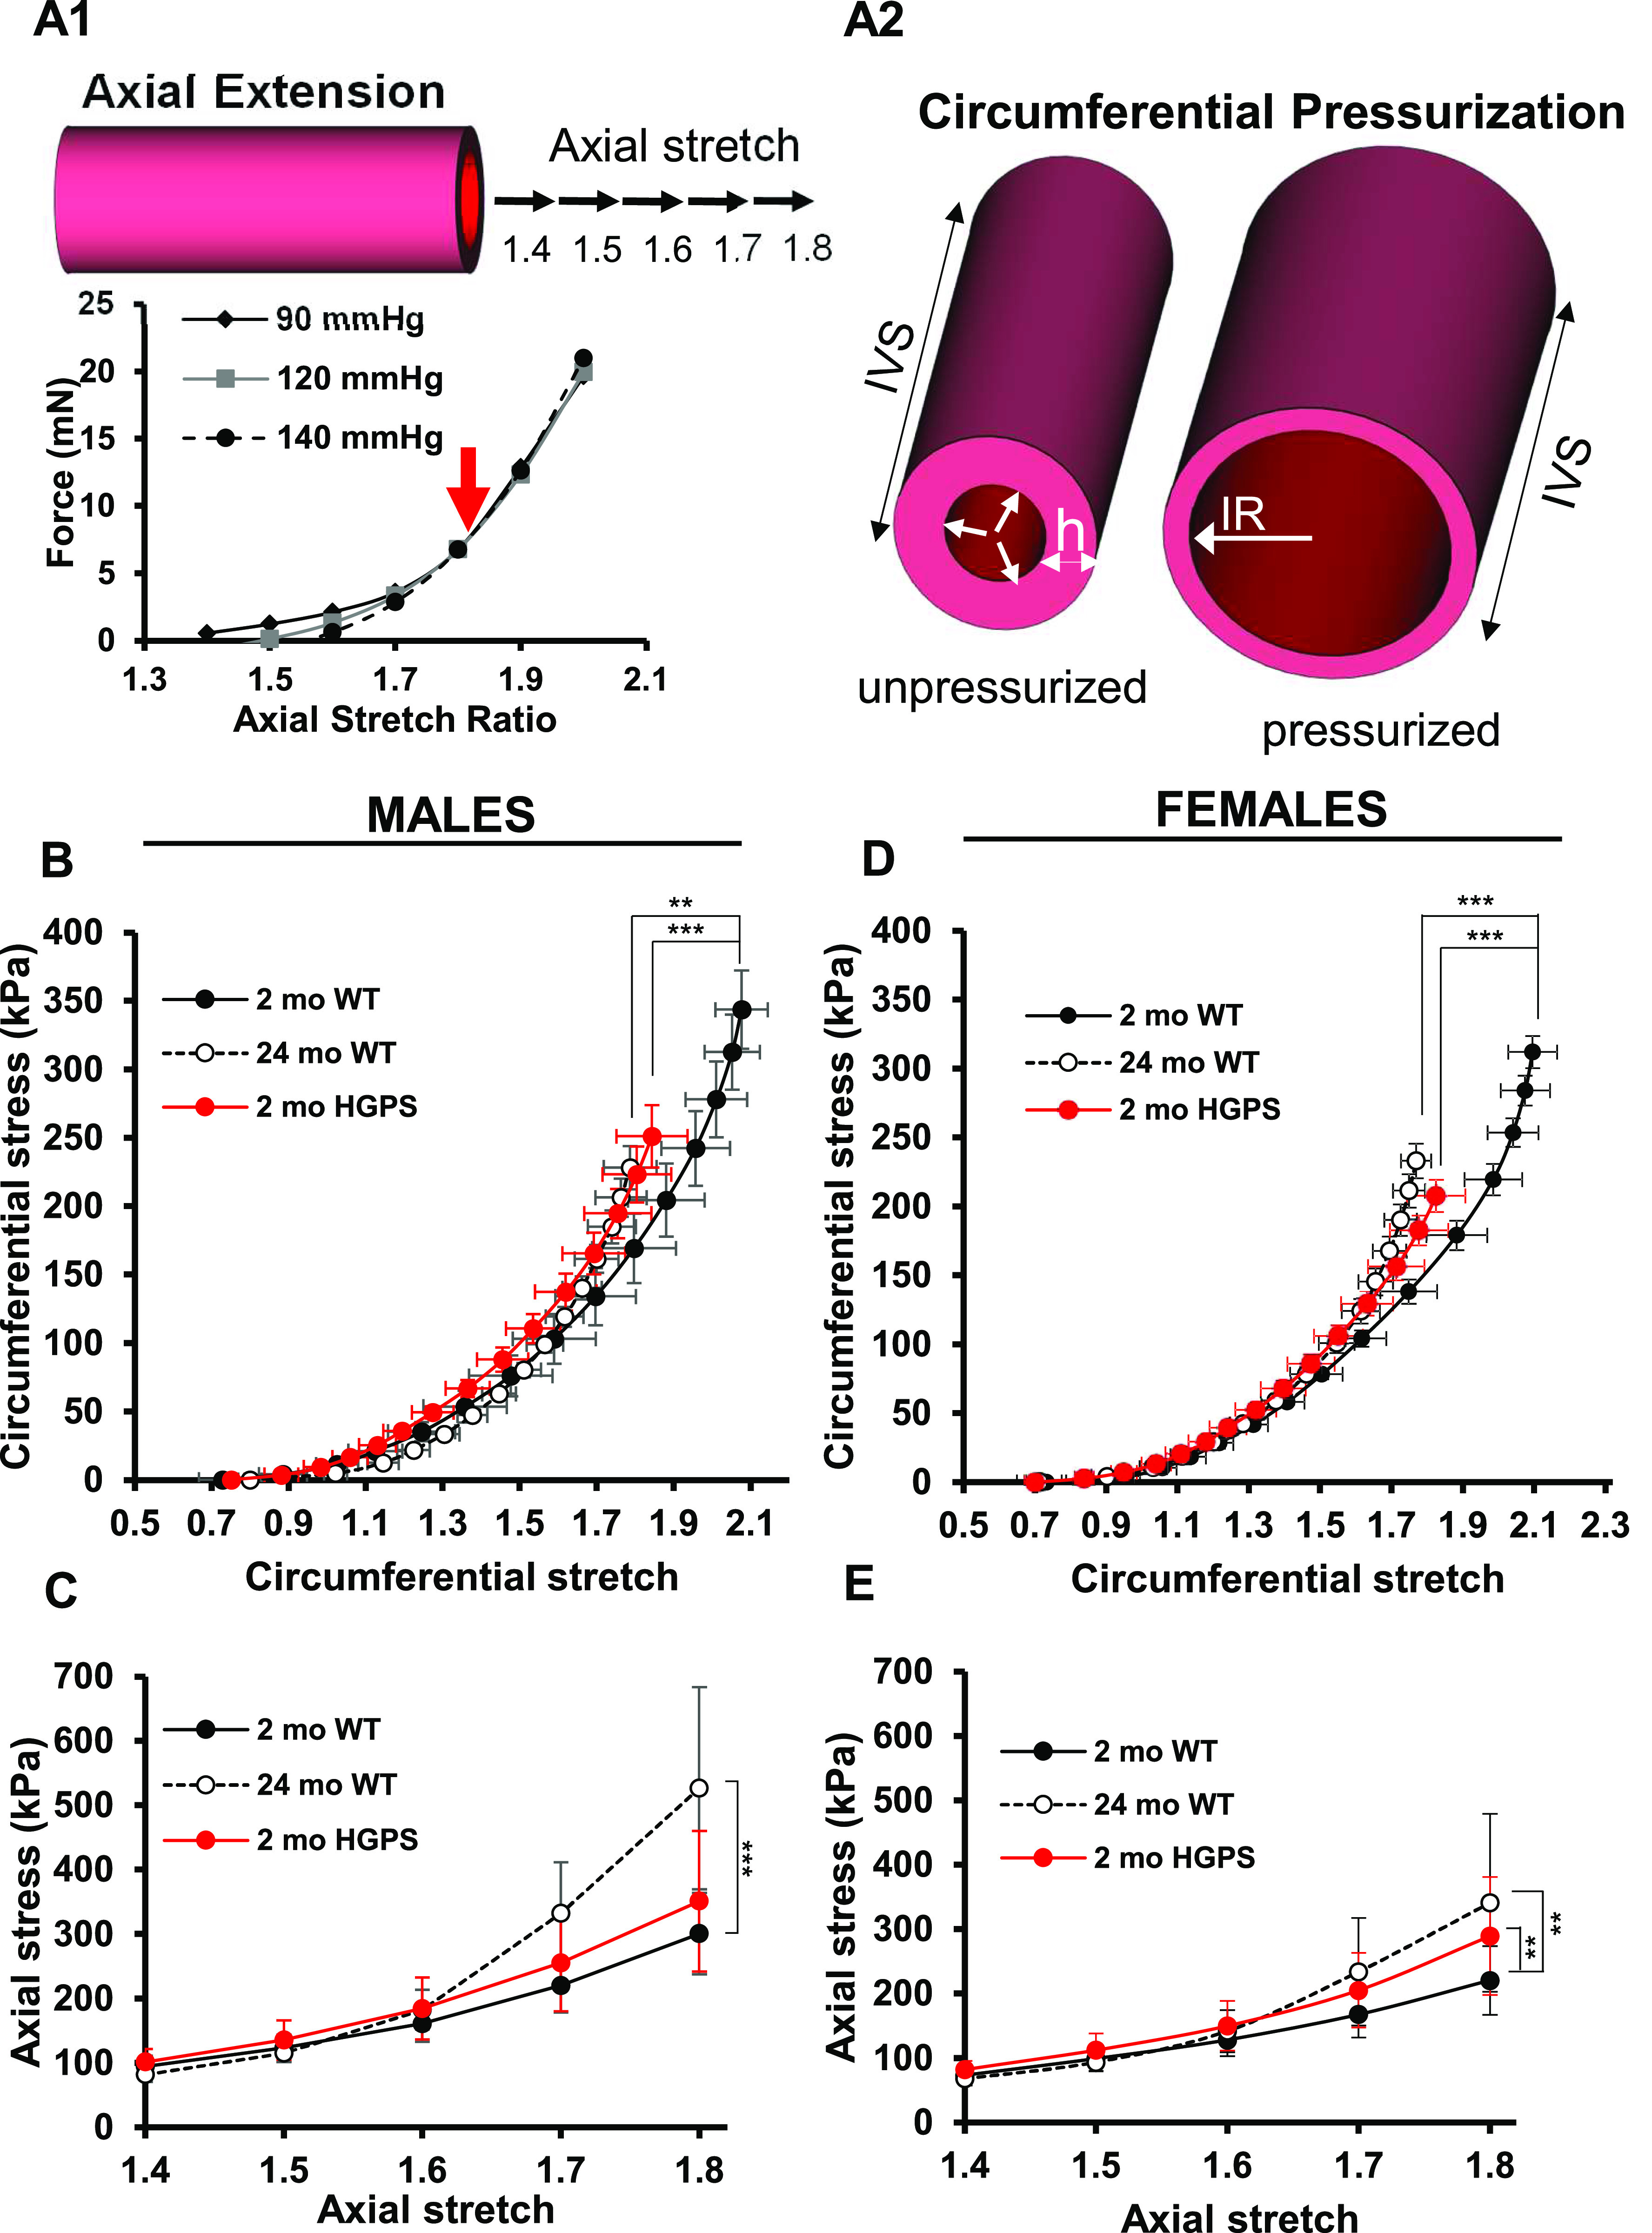
Mechanical properties of isolated carotid arteries display premature circumferential stiffening in Hutchinson–Gilford Progeria Syndrome (HGPS) male and female mice. **(B, C, D, E)** Carotid arteries from male (panel B, C) and female (panel D, E) 2-mo (n = 7 per sex) and 24-mo (n = 5 per sex) WT and 2-mo Hutchinson–Gilford Progeria Syndrome (n = 6 per sex) mice were analyzed by pressure myography. **(A1)** Arteries are axially stretched at multiple pressures, and the intersection point of the stretch–force curves defines the “IVS.” The graph displays a representative axial stretch–force curve for a 2-mo WT mouse carotid artery (red arrow shows the IVS). **(A2)** Arteries are brought to their individual IVS and pressurized. White arrows indicate circumferential deformation with pressure (IR, inner radius; h, wall thickness). **(B, D)** Circumferential stretch–stress curves for male and female mice, respectively. Each data point corresponds to the circumferential stress and stretch at increments of 10 mm Hg starting from 0 to 140 mm Hg. **(C, E)** Axial stretch–stress curves, determined at 90 mm Hg, for male and female mice, respectively. Results in panels (B) and (D) show means ± SE and results in panel (C) and (E) show means ± SD. Statistical significance in all panels was determined by two-way ANOVA in comparison with 2-mo WT mice.

We recently used these analyses to examine the mechanical and geometric properties of carotid arteries of C57BL/6 mice aged from 2 to 24 mo; the results showed decreases in IVS as well as increased axial and circumferential arterial stiffness with age, beginning at 12 mo and becoming even more evident by 24 mo (Brankovic et al, 2019). Therefore, we also compared young (2-mo) HGPS mice to 24-mo WT mice to understand how arterial mechanics are affected early in HGPS and how they compare with the changes that occur in normal aging. In addition, our use of the progerin-expressing HGPS mouse allowed us to analyze sex differences in arterial biomechanics that have not been attainable given the small numbers of HGPS girls and boys.

Changes in outer diameter, inner radius, and wall thickness with pressure (Fig S1A–F) were measured and used to establish stress–stretch relationships in carotid arteries from 2-mo WT and HPGS mice. The circumferential stress–stretch (Fig 1B and D) and tangent modulus (Fig S2B and D) curves of young HGPS and aged WT mice were left-shifted for both sexes indicating increased circumferential stiffness. Axially, the IVS was reduced in HGPS male and female mice, but the magnitude was less than that seen in old WT mice of either sex (Table 1). The axial stress–stretch (Fig 1C and E) and tangent modulus (Fig S2A and C) curves suggested that axial stiffening can occur early in HGPS but may be less prominent than circumferential stiffening, particularly in the males. Collectively, these data indicate that arterial stiffening in HGPS mice is premature as it is in the human syndrome, but the early effect is anisotropic, especially in males, an insight that has not been obtainable by pulse-wave velocity studies of HGPS children (Gerhard-Herman et al, 2011).

**Figure S1.**
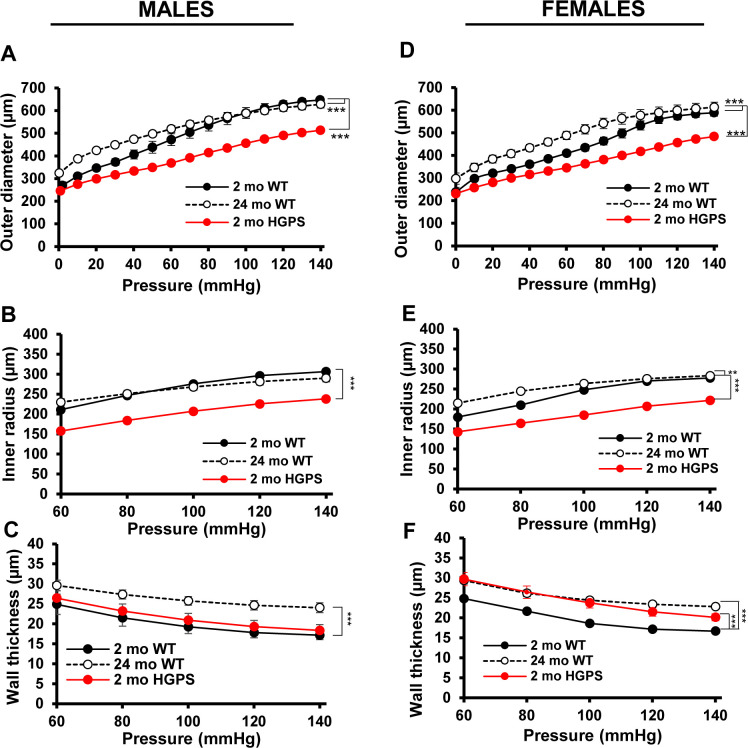
Biaxial inflation–extension tests and biomechanical properties of WT and Hutchinson–Gilford Progeria Syndrome (HGPS) carotid arteries. **(A, B, C, D, E, F)** Changes in outer diameter (A, D), inner radius (B, E) and wall thickness (C, F) with pressure for the male (A, B, C) and female (D, E, F) mice in Fig 1. Results show mean ± SE. Statistical significance was determined by two-way ANOVA relative to the 2-mo WT arteries.

**Figure S2.**
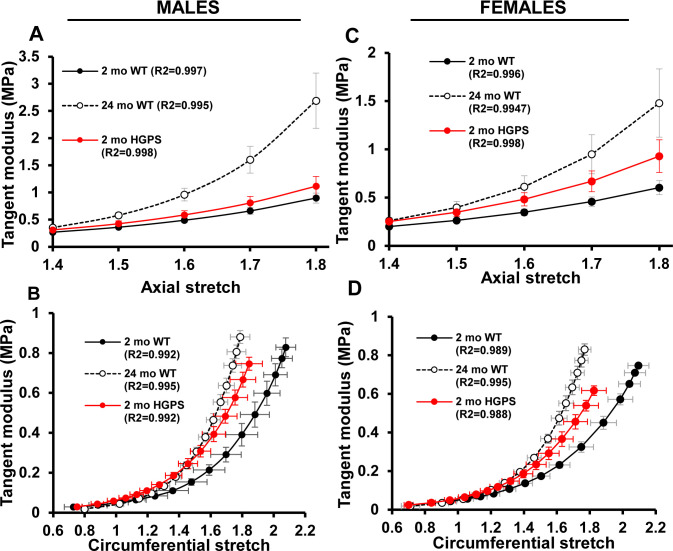
Stiffness estimates by tangent modulus. **(A, B, C, D)** Derived axial (A, C) and circumferential (B, D) tangent modulus versus stretch plots of the carotid arteries from male (A, B) and female (C, D) WT and Hutchinson–Gilford Progeria Syndrome (HGPS) mice shown in Fig 1.

**Table 1.** In Vivo Stretch (IVS) values for WT and Hutchinson–Gilford Progeria Syndrome (HGPS) mice.

Genotype	Age	Sex	IVS (mean)	IVS (SD)	n	*P* (relative to 2-mo WT)
WT	2 mo	M	1.85	0.04	13	Reference
WT	24 mo	M	1.72	0.05	5	***
HGPS	2 mo	M	1.79	0.10	9	NS
WT	2 mo	F	1.88	0.07	7	Reference
WT	24 mo	F	1.74	0.04	5	*
HGPS	2 mo	F	1.79	0.07	10	*

Significance was determined by Mann–Whitney test in comparison to the IVS of 2-mo WT mice. NS; not significant.

Although reduced smooth muscle cell (SMC) number has been reported in the ascending aorta of HGPS children at autopsy (Hamczyk & Andrés, 2019), histological analysis of 2-mo WT and HGPS carotid arteries showed similar cellularity (Fig 2A) and numbers of SMC nuclei in the medial layer of young mouse carotids (Fig 2B). We observed a small increase in the abundance of the senescence marker p16^INK4A^ in the carotid medial layer of 2-mo HGPS mice (Fig 2C and D), but other markers of late HGPS vascular lesions including increases in calcium content (Merideth et al, 2008; Olive et al, 2010), apoptotic cells, and changes in elastin integrity were not seen in the HGPS carotid arteries at this early time-point (Figs 2E and F and S3A–C). Collectively, these results indicate that arterial stiffening is a very early event in the progression of HGPS and that our experimental conditions have the potential to identify initiating events before the onset of gross HGPS arterial pathology.

**Figure 2.**
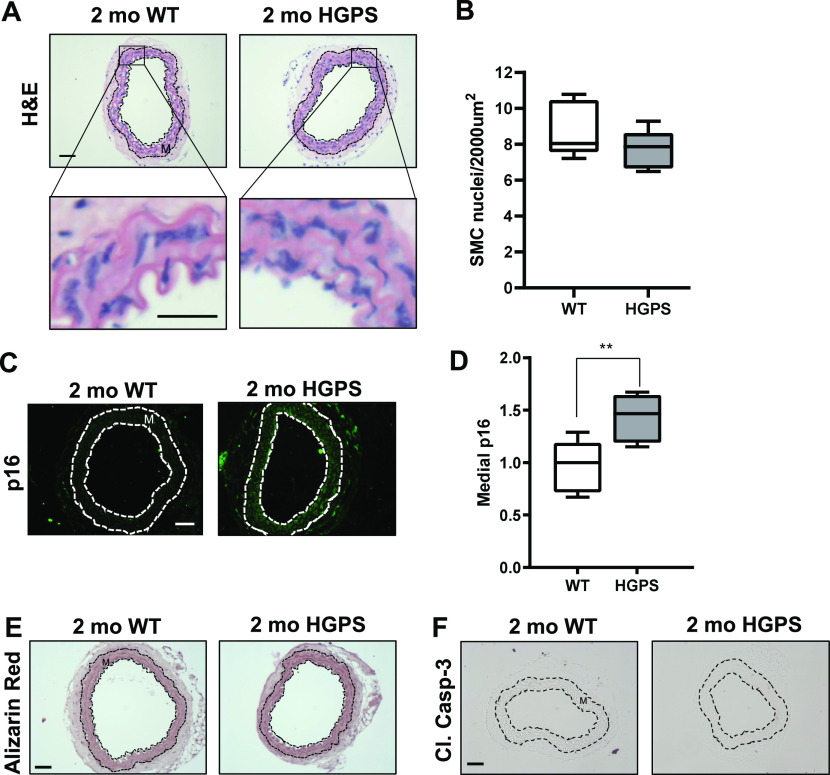
Carotid arteries from 2-mo WT and Hutchinson–Gilford Progeria Syndrome (HGPS) mice display similar histology. **(A, B)** Carotid artery cross sections from 2-mo WT and Hutchinson–Gilford Progeria Syndrome mice were stained with H&E (scale bar = 50 μm and inset bar = 25 μm), and the number of medial smooth muscle cell nuclei was quantified from H&E images (n = 7–10 carotids per genotype with three sections analyzed per mouse). **(C, D)** Carotid cross sections were immunostained for the senescence marker, p16INK4A, and the level of medial p16INK4A was normalized to the mean signal intensity of carotid sections from 2-mo WT mice; (n = 6–10 per genotype). Scale bar = 50 μm. Statistical significance in (B) and (D) was determined by Mann–Whitney tests. **(E, F)** Carotid cross sections were stained with Alizarin Red (n = 5 per genotype) and (F) immunostained for cleaved caspase-3 (n = 5 per genotype). Scale bars in (E) and (F) = 50 μm. The arterial media (M) is outlined with dashed lines.

**Figure S3.**
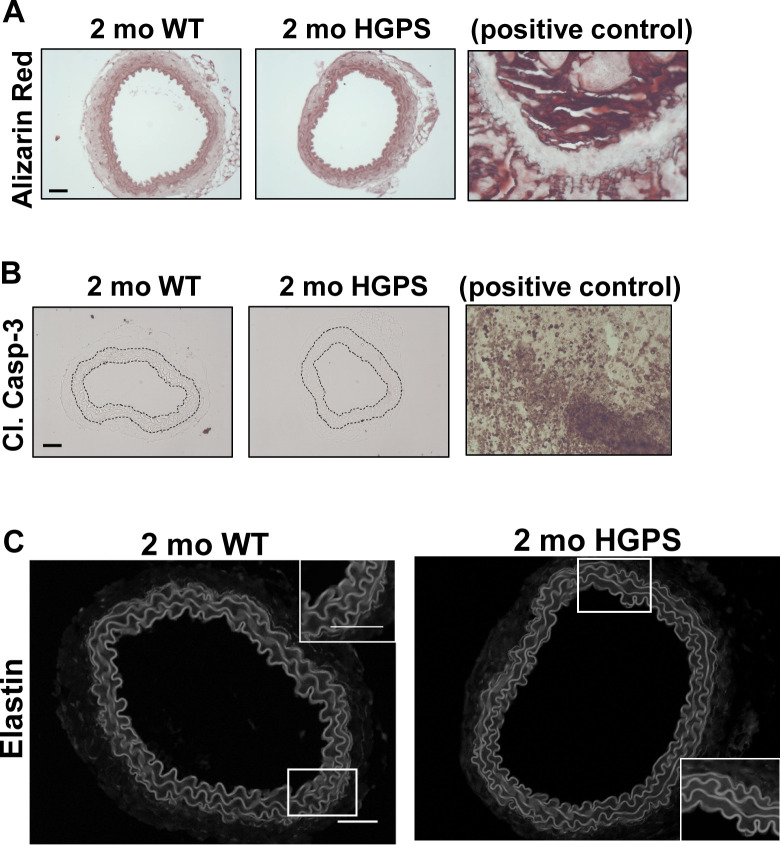
Positive controls for morphologic analyses and evaluation of elastic laminae of in WT and Hutchinson–Gilford Progeria Syndrome (HPGS) carotid arteries. **(A, B)** The images presented in Fig 2E and F are reproduced here with corresponding positive controls, bone and tumor tissue, respectively. **(C)** Representative elastin autofluorescence images of 2-mo WT and HGPS carotid artery cross sections (n = 7–9 per genotype). Scale bar = 50 μm.

### Canonical up-regulation of fibrillar collagens is lacking in early HGPS

Tissue remodeling and stiffening often involves increased amounts of fibrillar collagens and/or elastin fragmentation. Collagen-I is the major strain-stiffening component of the arterial ECM, but an immunostaining analysis of carotid sections was unable to detect statistically significant increases in collagen-I in either the medial or adventitial layers of 2-mo HGPS carotid arteries as compared with age-matched WT controls (Figs 3A and B and S4A and B). Of the minor fibrillar collagens, these young HGPS carotid arteries showed a statistically significant but small increase in medial collagen-III and no change in the abundance of collagen-V (Figs 3A and B and S4). Similar to observations in humans (Greenberg, 1986), Transmission Electron Microscopy (TEM) revealed that collagen in the medial layer of both WT and HGPS mouse carotid arteries was restricted to the elastin folds (Fig S5A). Whereas the area of collagen within these folds was significantly greater in HGPS, the magnitude of the effect was small (Fig S5B and C).

**Figure 3.**
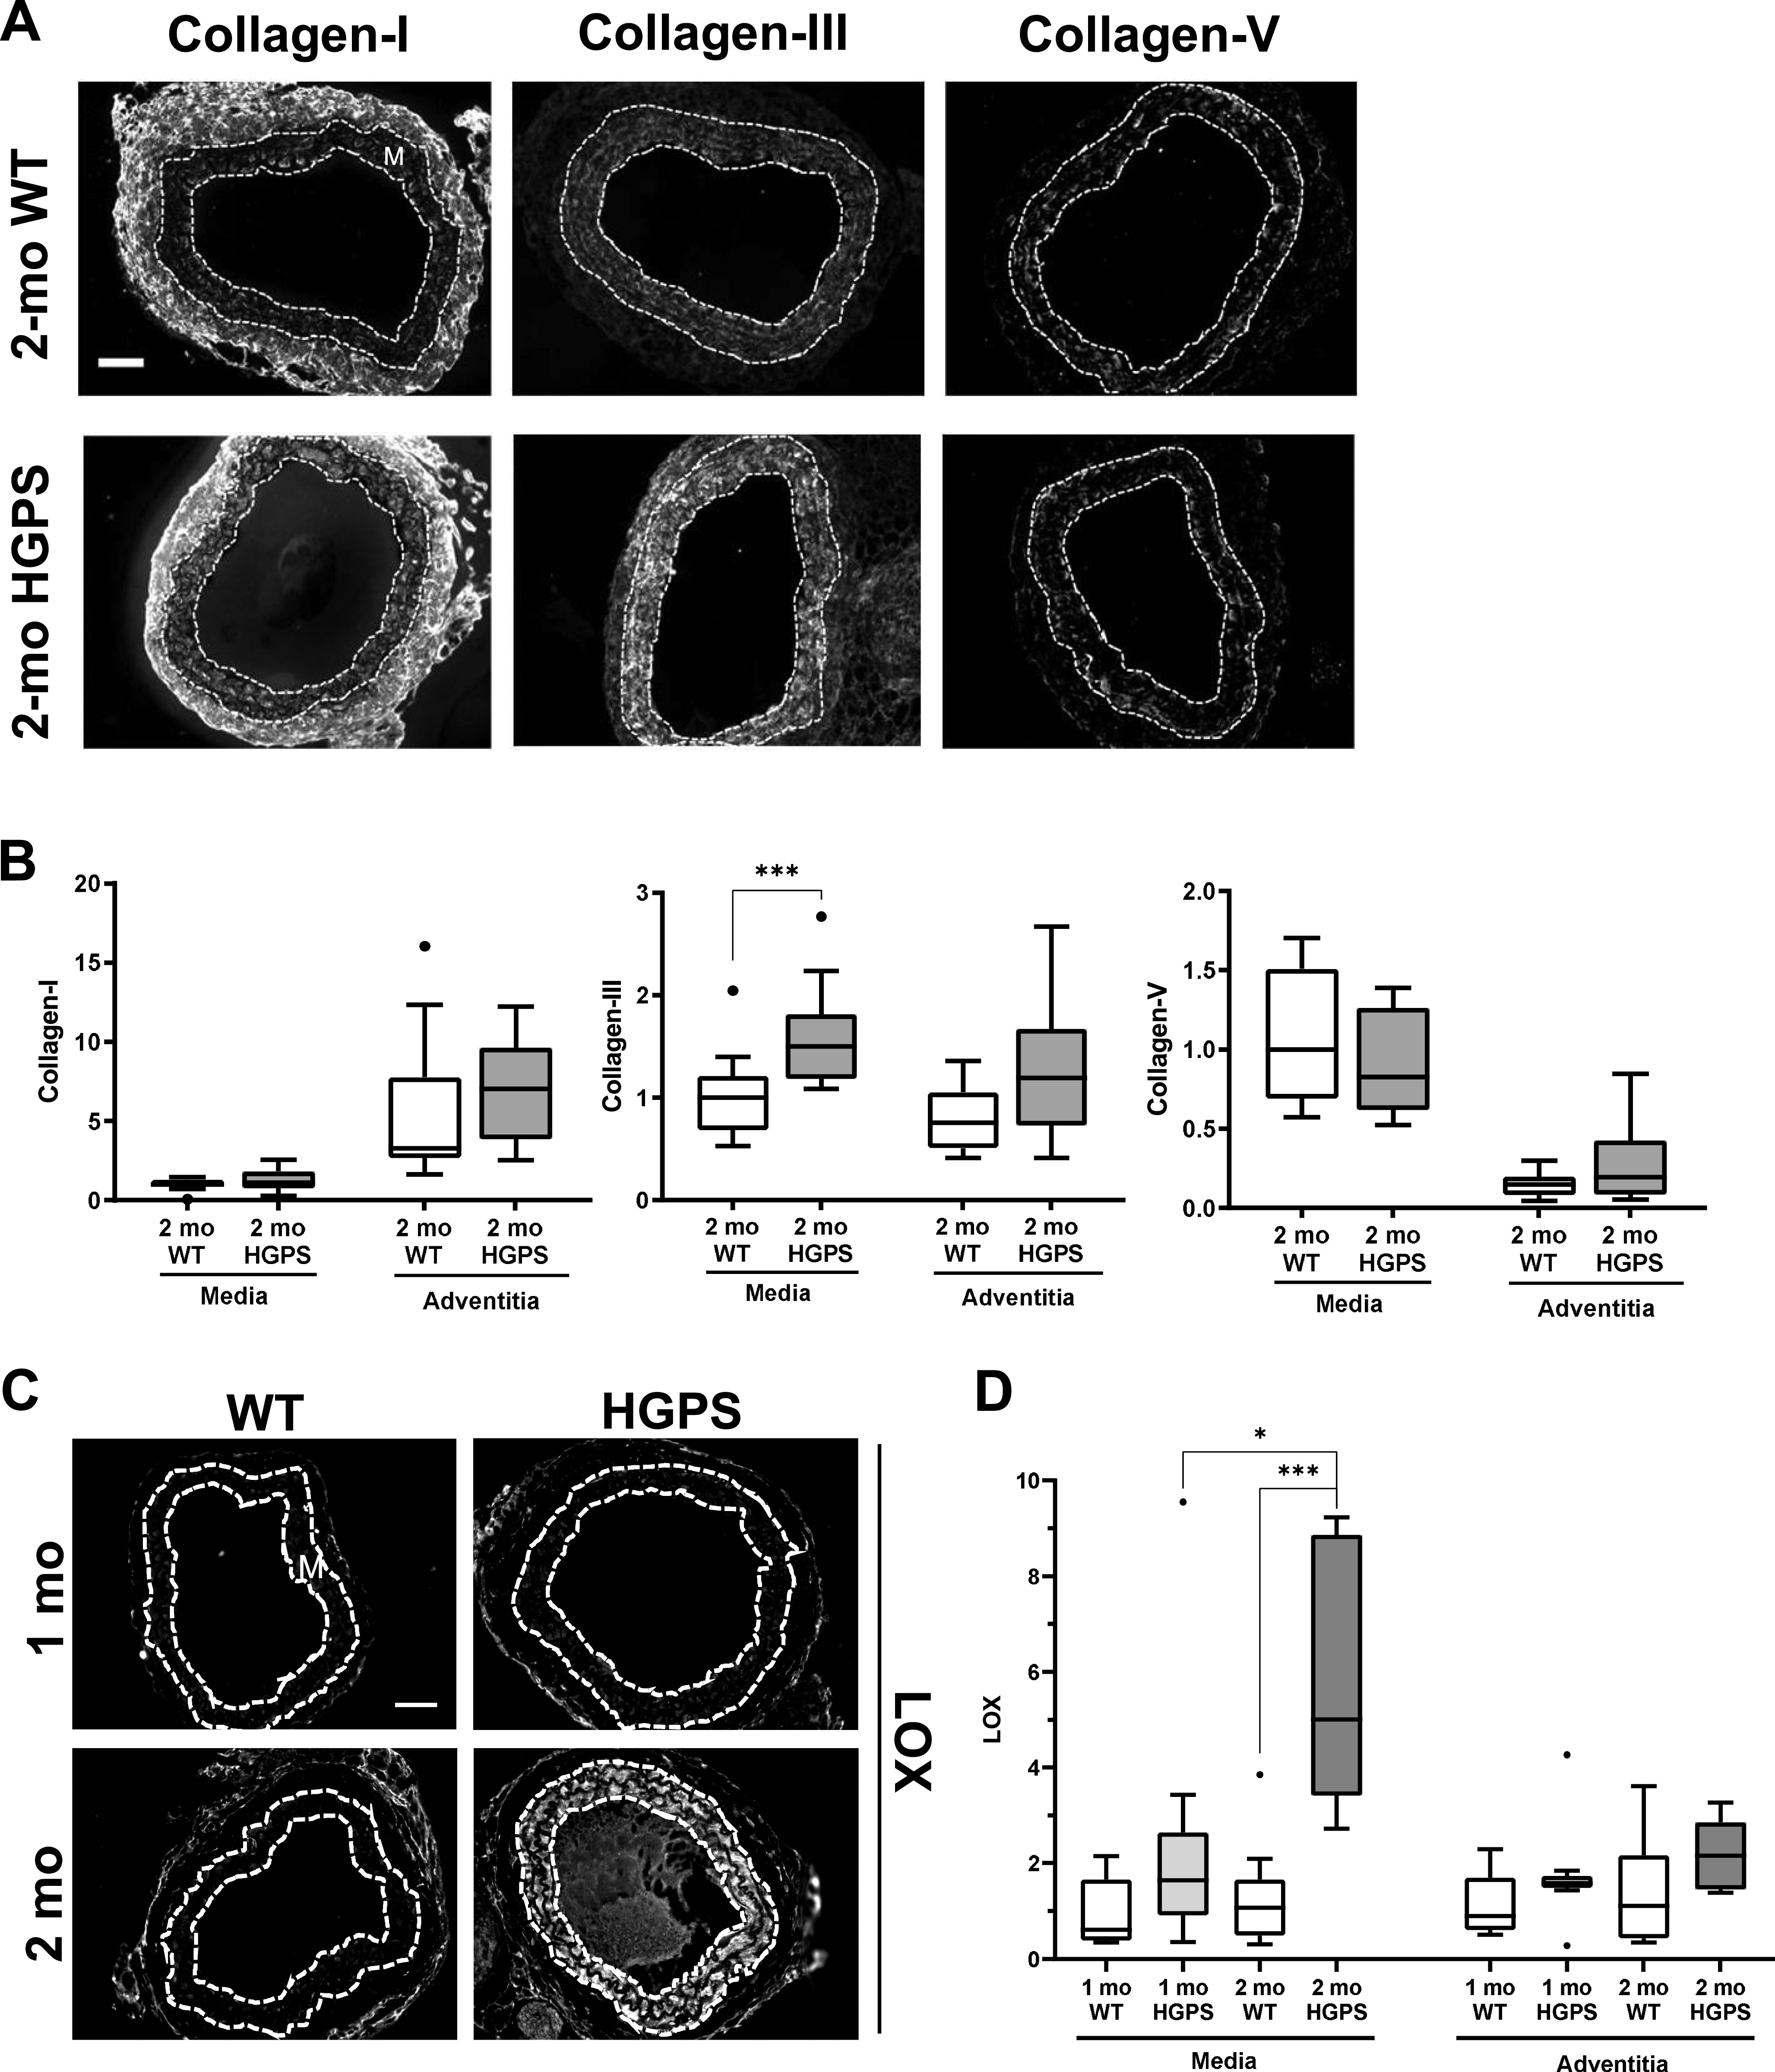
Hutchinson–Gilford Progeria Syndrome (HGPS) carotid arteries display alterations in abundance of fibrillar collagens and lysyl oxidase (LOX). **(A)** Representative images of carotid artery cross sections from 2-mo WT and HGPS mice immunostained for collagen-I (n = 11–12), -III (n = 13–15), and -V (n = 9–10); scale bar = 50 μm. **(B)** Collagen signal intensities from the immunostained sections were quantified, and results were normalized to the mean signal intensity in the 2-mo WT media. **(C)** Representative images of LOX immunostaining of carotid artery sections from 1- to 2-mo WT and HGPS mice (n = 7–9 mice per age and genotype). Scale bar = 50 μm. **(D)** LOX signal intensities from the medial and adventitial layers were quantified, and the results were normalized to the mean signal intensity of the 1-mo WT medial layer. Statistical significance in (B) and (D) was determined by Mann–Whitney tests. The arterial media (M) is outlined with dashed lines.

**Figure S4.**
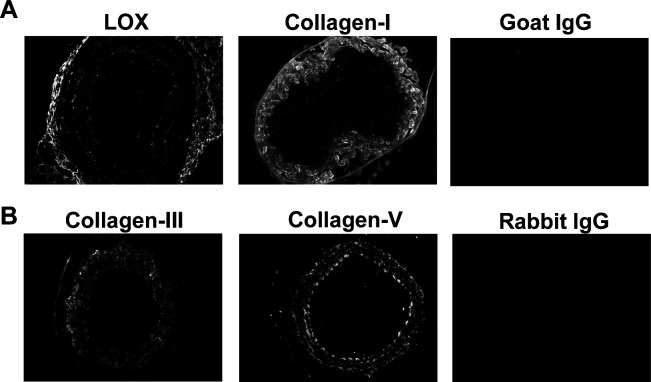
Immunostaining controls for WT and Hutchinson–Gilford Progeria Syndrome (HGPS) carotid arteries. **(A, B)** Representative images of background signals for carotid artery cross sections incubated with targeted versus isotype-matched (negative control) primary antibodies from (A) goat (LOX and COL1) or (B) rabbit (COL3 and COL5).

**Figure S5.**
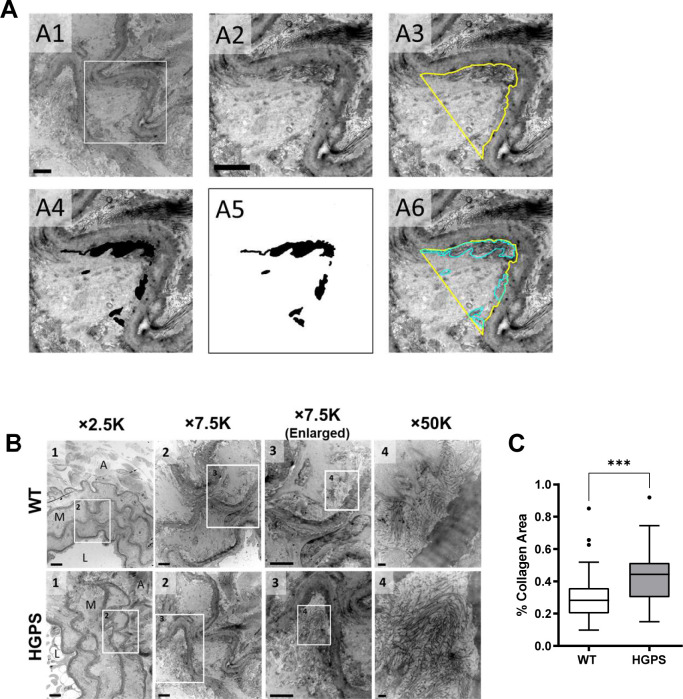
Quantification of collagen abundance in elastin folds. **(A)** Representative transmission electron microscopy images from a mouse carotid artery cross section processed in ImageJ to quantify the area of collagen within an elastin fold. The boxed region in image A1 is shown in images A2–A6. Scale bar = 2 μm. See Supplemental Data 1 for details. **(B)** Carotid arteries from 2-mo WT and Hutchinson–Gilford Progeria Syndrome mice were sectioned and imaged by Transmission Electron Microscopy. Representative images are shown at the indicated magnification. Numbers in each image correspond to the boxed ROI in the preceding image. In image 1, the lumen (L), media (M), and adventitia (A) of the artery are noted (scale bar = 6 μm). Image two shows multiple elastin folds, and image three shows a twofold enlargement of an individual fold used to quantify collagen area as described in Supplemental Data 1 (scale bar = 2 μm). In image 4, individual collagen fibrils within the elastin fold are readily distinguishable (scale bar = 200 nm). **(C)** Collagen area in elastin folds of WT and Hutchinson–Gilford Progeria Syndrome carotid arteries was quantified as described in Supplemental Data 1 (n = 6 mice per genotype, 60 elastin folds per genotype). Mouse numbers in (C) were accrued from vehicle-injected and uninjected mice. Statistical significance was determined by Mann–Whitney test.

### Up-regulation of lysyl oxidase is an early event in HGPS and causal for premature arterial stiffening

In contrast to the results with collagens, immunostaining readily detected a pronounced increase in abundance of LOX in the medial layer of carotid arteries from 2-mo HGPS mice as compared with age-matched WT mice (Fig 3C and D). To determine the onset of this LOX up-regulation in HGPS, we examined LOX abundance in 1-mo mice. Although medial LOX levels were slightly increased in 1-mo HGPS mice, the effect was not significant and much less pronounced than at 2 mo (Fig 3C and D). Adventitial LOX abundance was not affected by age or genotype (Fig 3C and D).

To determine if the minimal increase in abundance of LOX in 1-mo HGPS mice correlated with changes in arterial stiffening, we used pressure-outer diameter, inner radius, and wall thickness measurements (Fig S6A–C) to generate circumferential and axial stress–stretch (Fig S6D and E) and tangent modulus (Fig S6F and G) curves for these very young WT and HGPS mice. The pronounced genotype differences in the circumferential stress–stretch relationship (compare Figs 1 and S6E) and tangent modulus curves (Fig S6G) were much attenuated at 1 mo. Axial arterial mechanics in 1-mo HGPS carotid arteries, as judged by the IVS (Table S1) and stress–stretch and tangent modulus curves (Fig S6D and F), were similar to the WT controls. Thus, the molecular analysis (Fig 3C and D) and functional testing (Figs 1 and S6) are in agreement and indicate that the time-dependent increase in medial LOX abundance in HGPS mice begins between 1 and 2 mo of age and is coincident with the onset of acute arterial stiffening.

Table S1 In Vivo Stretch values for mixed sex, 1-mo WT, and HGPS mice.

**Figure S6.**
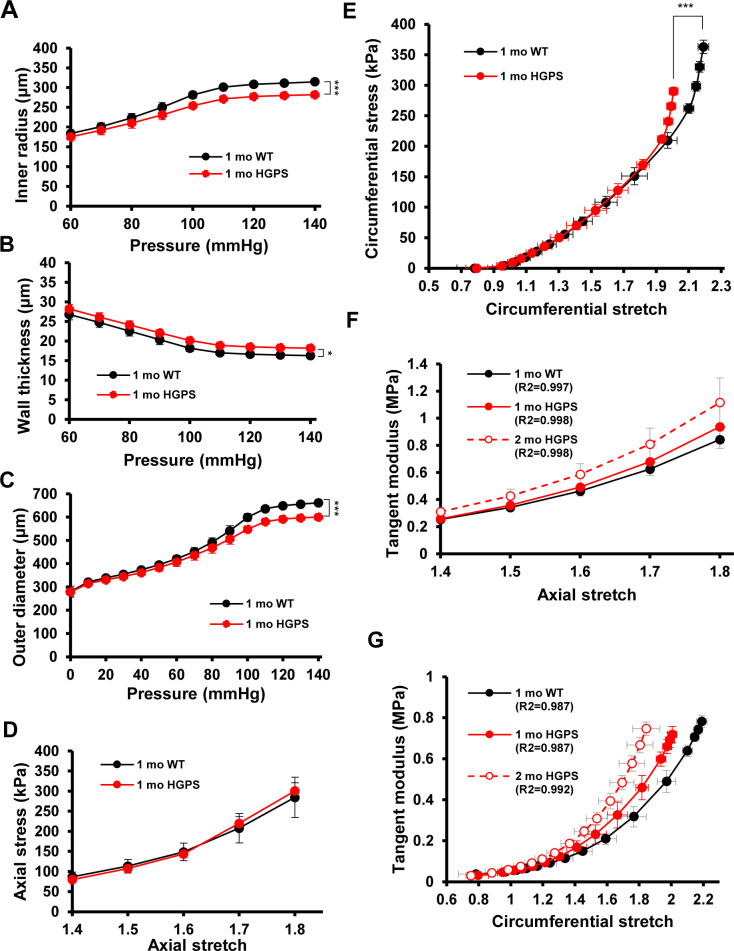
Mechanical properties of 1-mo WT and Hutchinson–Gilford Progeria Syndrome (HGPS) carotid arteries. Carotid arteries from mixed sex 1-mo WT (n = 5) and HGPS (n = 5) mice were analyzed by pressure myography. **(A, B, C)** Changes in inner radius, wall thickness, and outer diameter with pressure. Results show mean ± SE. **(D)** Axial stress–stretch curves performed at 80 mm Hg. Results show mean ± SD. **(E)** Circumferential stress–stretch curves. Results show mean ± SE. Statistical significance in (A, B, C, D, E) was determined by two-way ANOVA. **(F, G)** Derived axial and circumferential tangent modulus versus stretch plots. Male 2-mo HGPS tangent curves were reproduced from Fig S2 for reference (dashed red line).

We treated HGPS mice with the highly selective LOX enzymatic inhibitor, β-aminopropionitrile (BAPN) (Tang et al, 1983; Jung et al, 2003; Kim et al, 2003; Lee & Kim, 2006; Rodriguez et al, 2010; Finney et al, 2014), to determine the role of lysyl oxidase activity in the early arterial stiffening of HGPS. We administered BAPN between 1- and 2 mo of age, when the levels of medial LOX were increasing (Fig 3C and D) and used a BAPN concentration and injection regime that we previously showed to be effective in altering fibrillar collagen structure and reducing arterial stiffness in vivo (Kothapalli et al, 2012). The area of collagen within elastin folds of carotid arteries was similar with or without BAPN treatment as was the expression of arterial LOX (Fig S7A–D).

**Figure S7.**
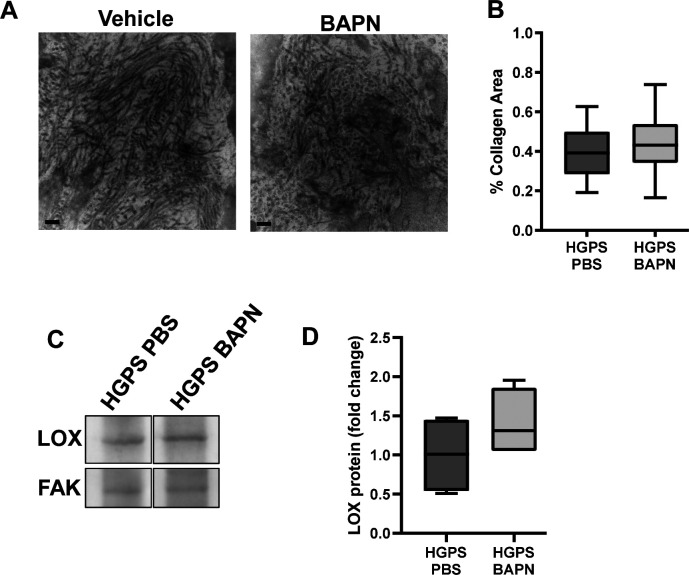
Collagen and lysl oxidase (LOX) abundance in PBS and BAPN-treated mice. **(A)** Representative Transmission Electron Microscopy images (50,000× magnification) of cross sections from 2-mo Hutchinson–Gilford Progeria Syndrome (HGPS) carotid arteries that had been treated with vehicle (PBS) or BAPN as described in the Materials and Methods section. Scale bar = 200 nm. **(B)** Quantification of collagen area within the elastin folds as described in Supplemental Data 1 and Fig S5 (n = 3–4 mice per treatment with 10 elastin folds analyzed per mouse). **(C, D)** Aorta lysates, prepared from 2-mo HGPS mice treated with PBS or BAPN, were analyzed by Western blotting and probed for LOX and FAK (loading control). **(C)** Representative Western blot; white spaces indicate removal of extraneous data. **(D)** Quantification of LOX signal intensities, normalized to the loading control, in HGPS mice treated with PBS (n = 4) or BAPN (n = 4).

Biaxial inflation-extension tests examined the effect of LOX inhibition on arterial mechanics of the HGPS carotid arteries. Pressure-outer diameter, inner radius and wall thickness measurements (Fig S8A–C) were used to generate circumferential and axial stress–stretch curves (Fig 4A and B), and these (together with the corresponding tangent modulus graphs; Fig S8D and E) showed that BAPN reduced circumferential stiffness of the HGPS carotid arteries without comparable effect on the WT controls (Figs 4A and B and S8D). In fact, the circumferential stretch of BAPN-treated HGPS mice showed no statistical difference from those of WT mice treated with PBS (Figs 4A and S8D). The IVS was not affected by BAPN (Table 2), but curiously, the axial stress–stretch curves showed small but opposing effects in HGPS and WT mice (Figs 4B and S8E). Collectively, the elevated expression of LOX coincident with premature circumferential arterial stiffening and the correction of this defect by BAPN indicates that early LOX induction plays an important causal role in the premature circumferential arterial stiffening of HPGS.

**Figure S8.**
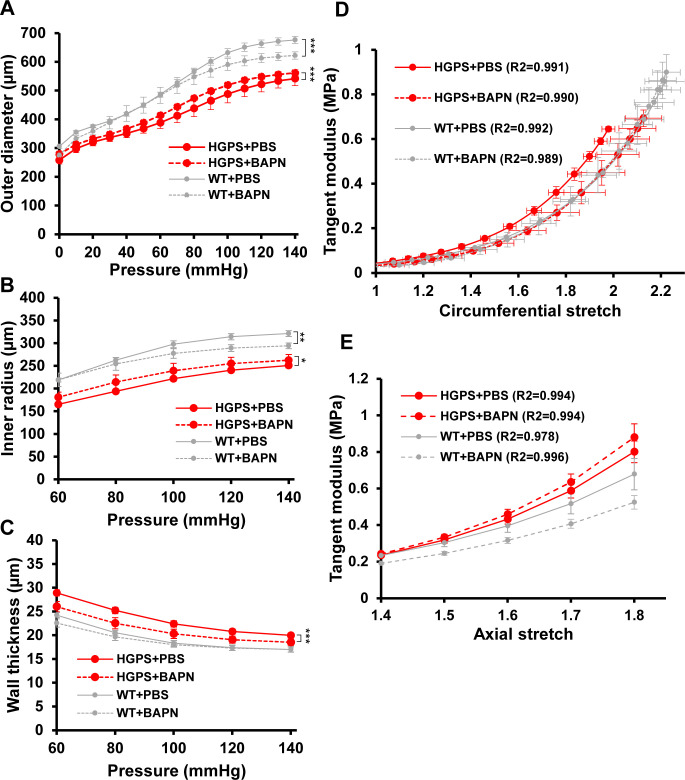
Effect of BAPN on carotid artery geometry and tangent modulus in mixed sex WT and Hutchinson–Gilford Progeria Syndrome (HGPS) mice. **(A, B, C)** Changes in outer diameter, inner radius, and wall thickness with pressure for the PBS- and BAPN-treated Hutchinson–Gilford Progeria Syndrome and WT mice shown in Fig 4. Results show mean ± SE. Statistical significance was determined by two-way ANOVA relative to the vehicle treated arteries. **(D, E)** Derived circumferential and axial tangent modulus versus stretch plots.

**Figure 4.**
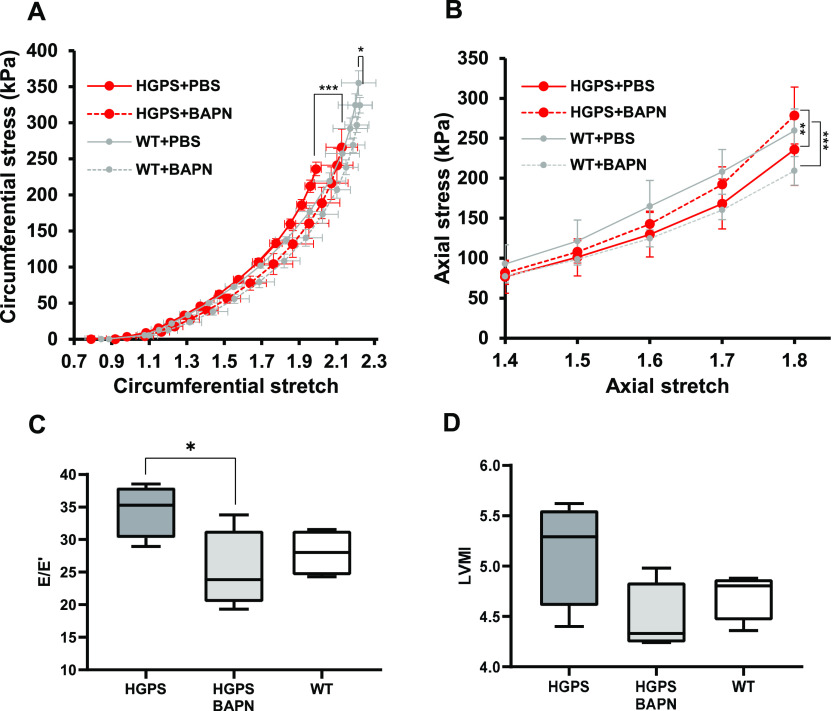
Elevated lysyl oxidase expression is linked to premature arterial stiffening and diastolic dysfunction in Hutchinson–Gilford Progeria Syndrome (HGPS) mice. Mixed sex WT and HGPS mice aged to 1-mo were treated with β-aminopropionitrile, BAPN (WT n = 5, HGPS n = 6) or PBS (WT n = 6, HGPS n = 7) for ∼30 d followed by pressure myography of isolated carotid arteries. **(A, B)** Circumferential and axial stretch–stress curves, respectively, of WT and HGPS mice treated with PBS or BAPN. Results in panels (A) display means ± SE, and results in panel (B) display means ± SD. Statistical significance for the myographic analysis was determined by two-way ANOVA. **(C, D)** Echocardiography measurements of (C) the E/E′ ratio and (D) the left ventricular mass index (left ventricular mass to body weight ratio) of 64–75 d old HGPS mice (n = 4), 65–75 d old HGPS mice treated with BAPN (n = 4), and 66–75 d WT mice (n = 4). Mouse numbers in (C, D) were accrued from vehicle-injected and uninjected mice, and statistical significance was determined by Mann–Whitney tests.

**Table 2.** In Vivo Stretch (IVS) values for mixed sex, 2-mo WT, and Hutchinson–Gilford Progeria Syndrome (HGPS) mice treated with vehicle or BAPN.

Genotype	BAPN	IVS (mean)	IVS (SD)	n	*P* (relative to untreated mice)
WT		1.85	0.05	6	Reference
WT	✓	1.84	0.06	5	NS
HGPS		1.73	0.07	7	Reference
HGPS	✓	1.74	0.05	6	NS

Significance was determined by Mann–Whitney test. NS; not significant.

In addition to arterial stiffness, HGPS patients display cardiac abnormalities, particularly diastolic dysfunction, which may increase the risk for death (Halley et al, 2011; Prakash et al, 2018). As diastolic dysfunction has been positively correlated with arterial stiffness (Mottram et al, 2005; Kim et al, 2017), we asked if the BAPN-mediated reduction in circumferential arterial stiffness of HGPS mice was also associated with improved diastolic function. HGPS mice were treated with vehicle or BAPN using conditions shown in Fig 4A and B. Echocardiography was performed to measure E (mitral peak velocity of early filling) and E' (early diastolic mitral annular velocity) (Fig S9A and B). We then determined (E/E′) as a measure of diastolic dysfunction. E/E′ was improved in the BAPN-treated HGPS mice and similar to that of age- and sex-matched WT mice (Fig 4C). Although less common, left ventricular hypertrophy has been detected in HGPS children, mostly as they age (Prakash et al, 2018). Consistent with these studies, the left ventricular mass index, a marker of LV hypertrophy, trended lower in the BAPN-treated HGPS mice (Fig 4D). Systolic, diastolic, and pulse pressures were not affected by BAPN (Fig S9C–E).

**Figure S9.**
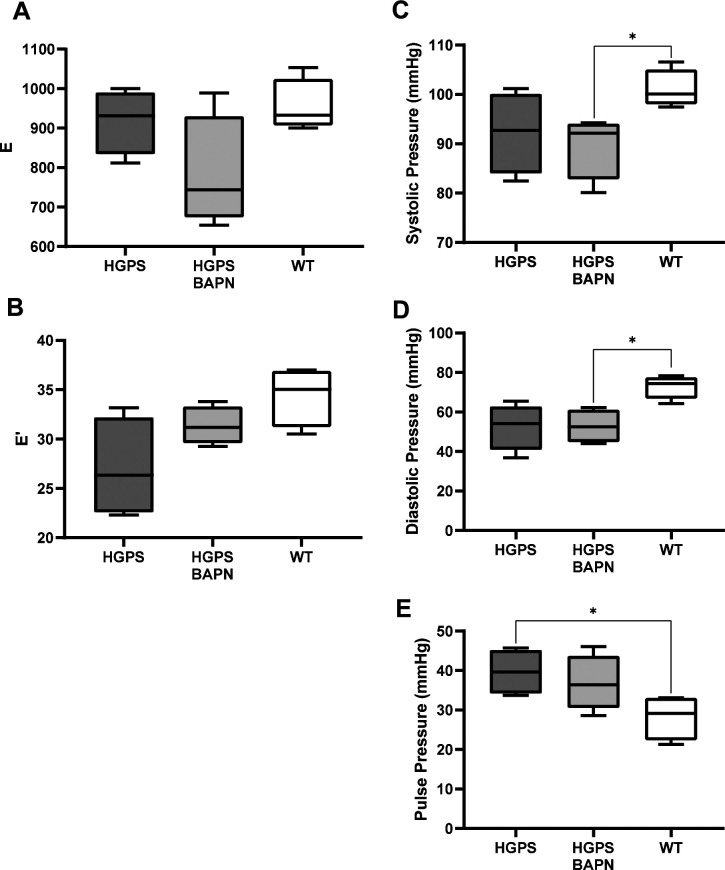
Effect of BAPN on diastolic function and aortic hemodynamics in Hutchinson–Gilford Progeria Syndrome (HGPS) mice. Diastolic function and pressures of the mice used in Fig 4C and D. **(A, B)** E and E′ as determined by echocardiography. **(C, D, E)** systolic pressure, (D) diastolic pressure, and (E) pulse pressure. Statistical significance was determined by Mann–Whitney test.

To determine if the morphologic and molecular characteristics of the HGPS carotid extended to other large arteries, we repeated the analyses shown in Figs 2 and 3 in 2-mo WT and HGPS aortas. Indeed, results in the aortas were similar to those seen in the carotid arteries with regard to overall morphology, SMC number, p16 expression, calcification, and apoptosis (Fig S10A–F). We also found that these 2-mo WT and HGPS mice had similar expression levels of collagen-I, collagen-III, and collagen-V protein (Fig S11A and B) and mRNAs (Fig S11C and D) in the aortic media and adventitia, results that again resembled those seen in the carotid. The only exceptions were the modest increases in p16 and collagen-III, which were statistically significant in the HGPS carotid media but not in the aortic media (Figs S10C and S11B, respectively). Importantly, the notably increased medial abundance of LOX in the HGPS carotid artery was also seen in the HGPS aorta (Fig 5A–D). In addition, the relatively larger aortic mass allowed us to demonstrate that the increased abundance of arterial LOX protein in HGPS was accompanied by increased LOX enzymatic activity (Fig 5E).

**Figure S10.**
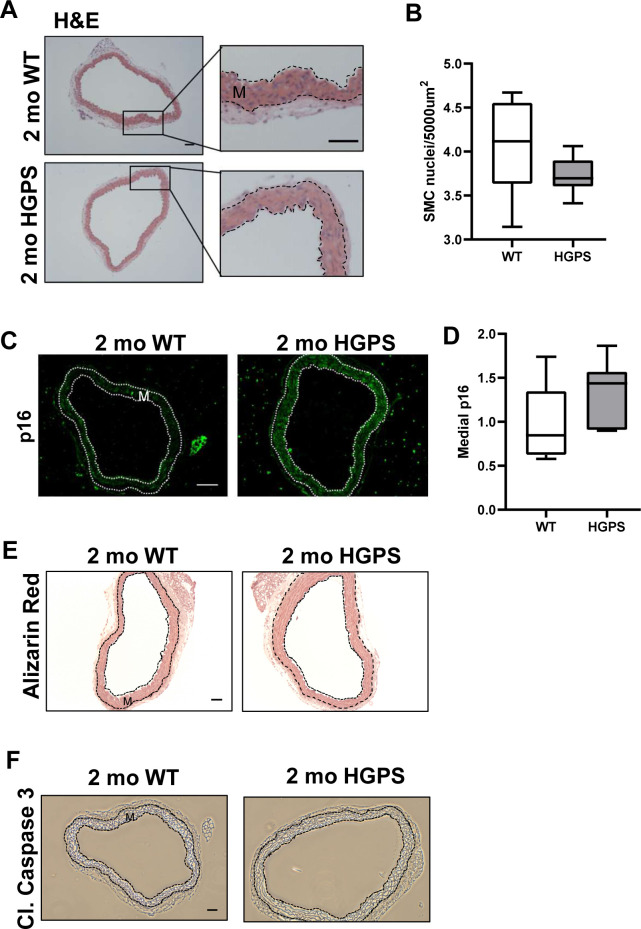
Characterization of 2-mo WT and Hutchinson–Gilford Progeria Syndrome (HGPS) aortas. **(A, B)** WT and HGPS aortic cross sections were characterized for overall morphology and smooth muscle cell number by H&E staining. The number of smooth muscle cell nuclei was quantified (n = 7 mice per genotype, three sections per mouse). **(C, D)** 2-mo WT and HGPS aorta were immunostained with anti-p16 (n = 7), and signal intensity in the medial layer (dashed lines) was quantified and normalized to 2-mo WT. **(E)** Calcification was assessed by alizarin red staining (n = 4), with bone tissue used as a positive control as in Fig S3. Scale bar in panels (A, B, C, D, E) = 100 mm. **(F)** Apoptotic cells were assessed in WT and HGPS aortas by staining for cleaved caspase-3 (scale bar = 50 mm, n = 4) with tumor tissue used as positive control as in Fig S3. Medial layer is outlined in dashed lines and marked with “M.”

**Figure S11.**
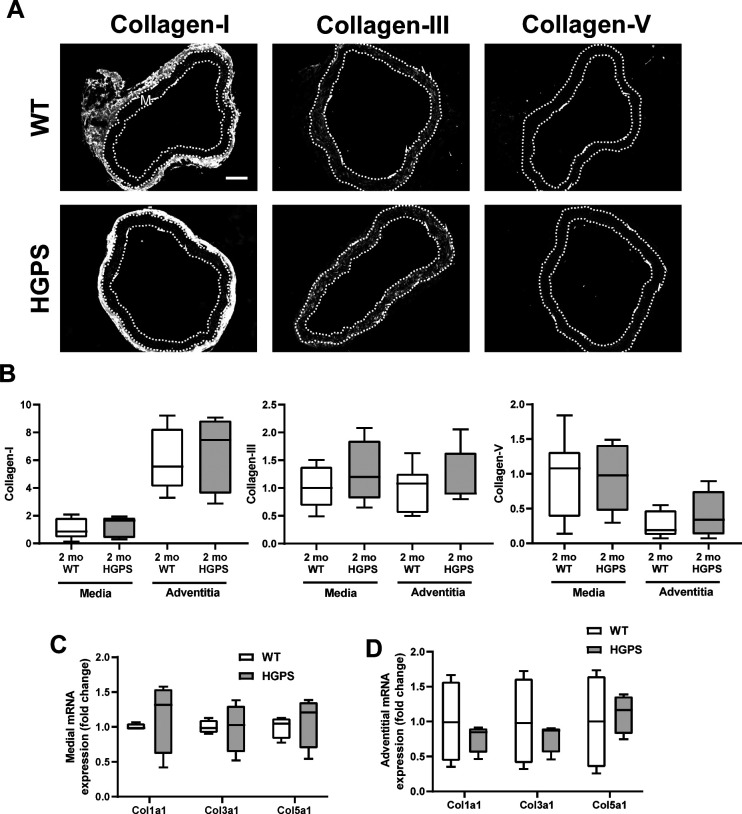
Collagen immunostaining and transcript levels in 2-mo WT and Hutchinson–Gilford Progeria Syndrome (HGPS) aortas. **(A)** Representative images of collagens-I, -III, -V immunostaining in 2-mo WT (n = 7) and Hutchinson–Gilford Progeria Syndrome (n = 7) aortic cross sections. Scale bar 100 mm. Medial layer is outlined in dashed lines and marked with “M.” **(B)** Quantification of immunostaining with results presented as fold change in fluorescent signal intensity for the medial and adventitial layers normalized to the mean intensity of the 2-mo WT media. Statistical significance between genotypes was evaluated by Mann–Whitney test. **(C, D)** Col1a1, Col3a1, and Col5a1 transcript levels in aortic (C) media layer (n = 4 per genotype) or (D) adventitia layer (n = 4 per genotype).

**Figure 5.**
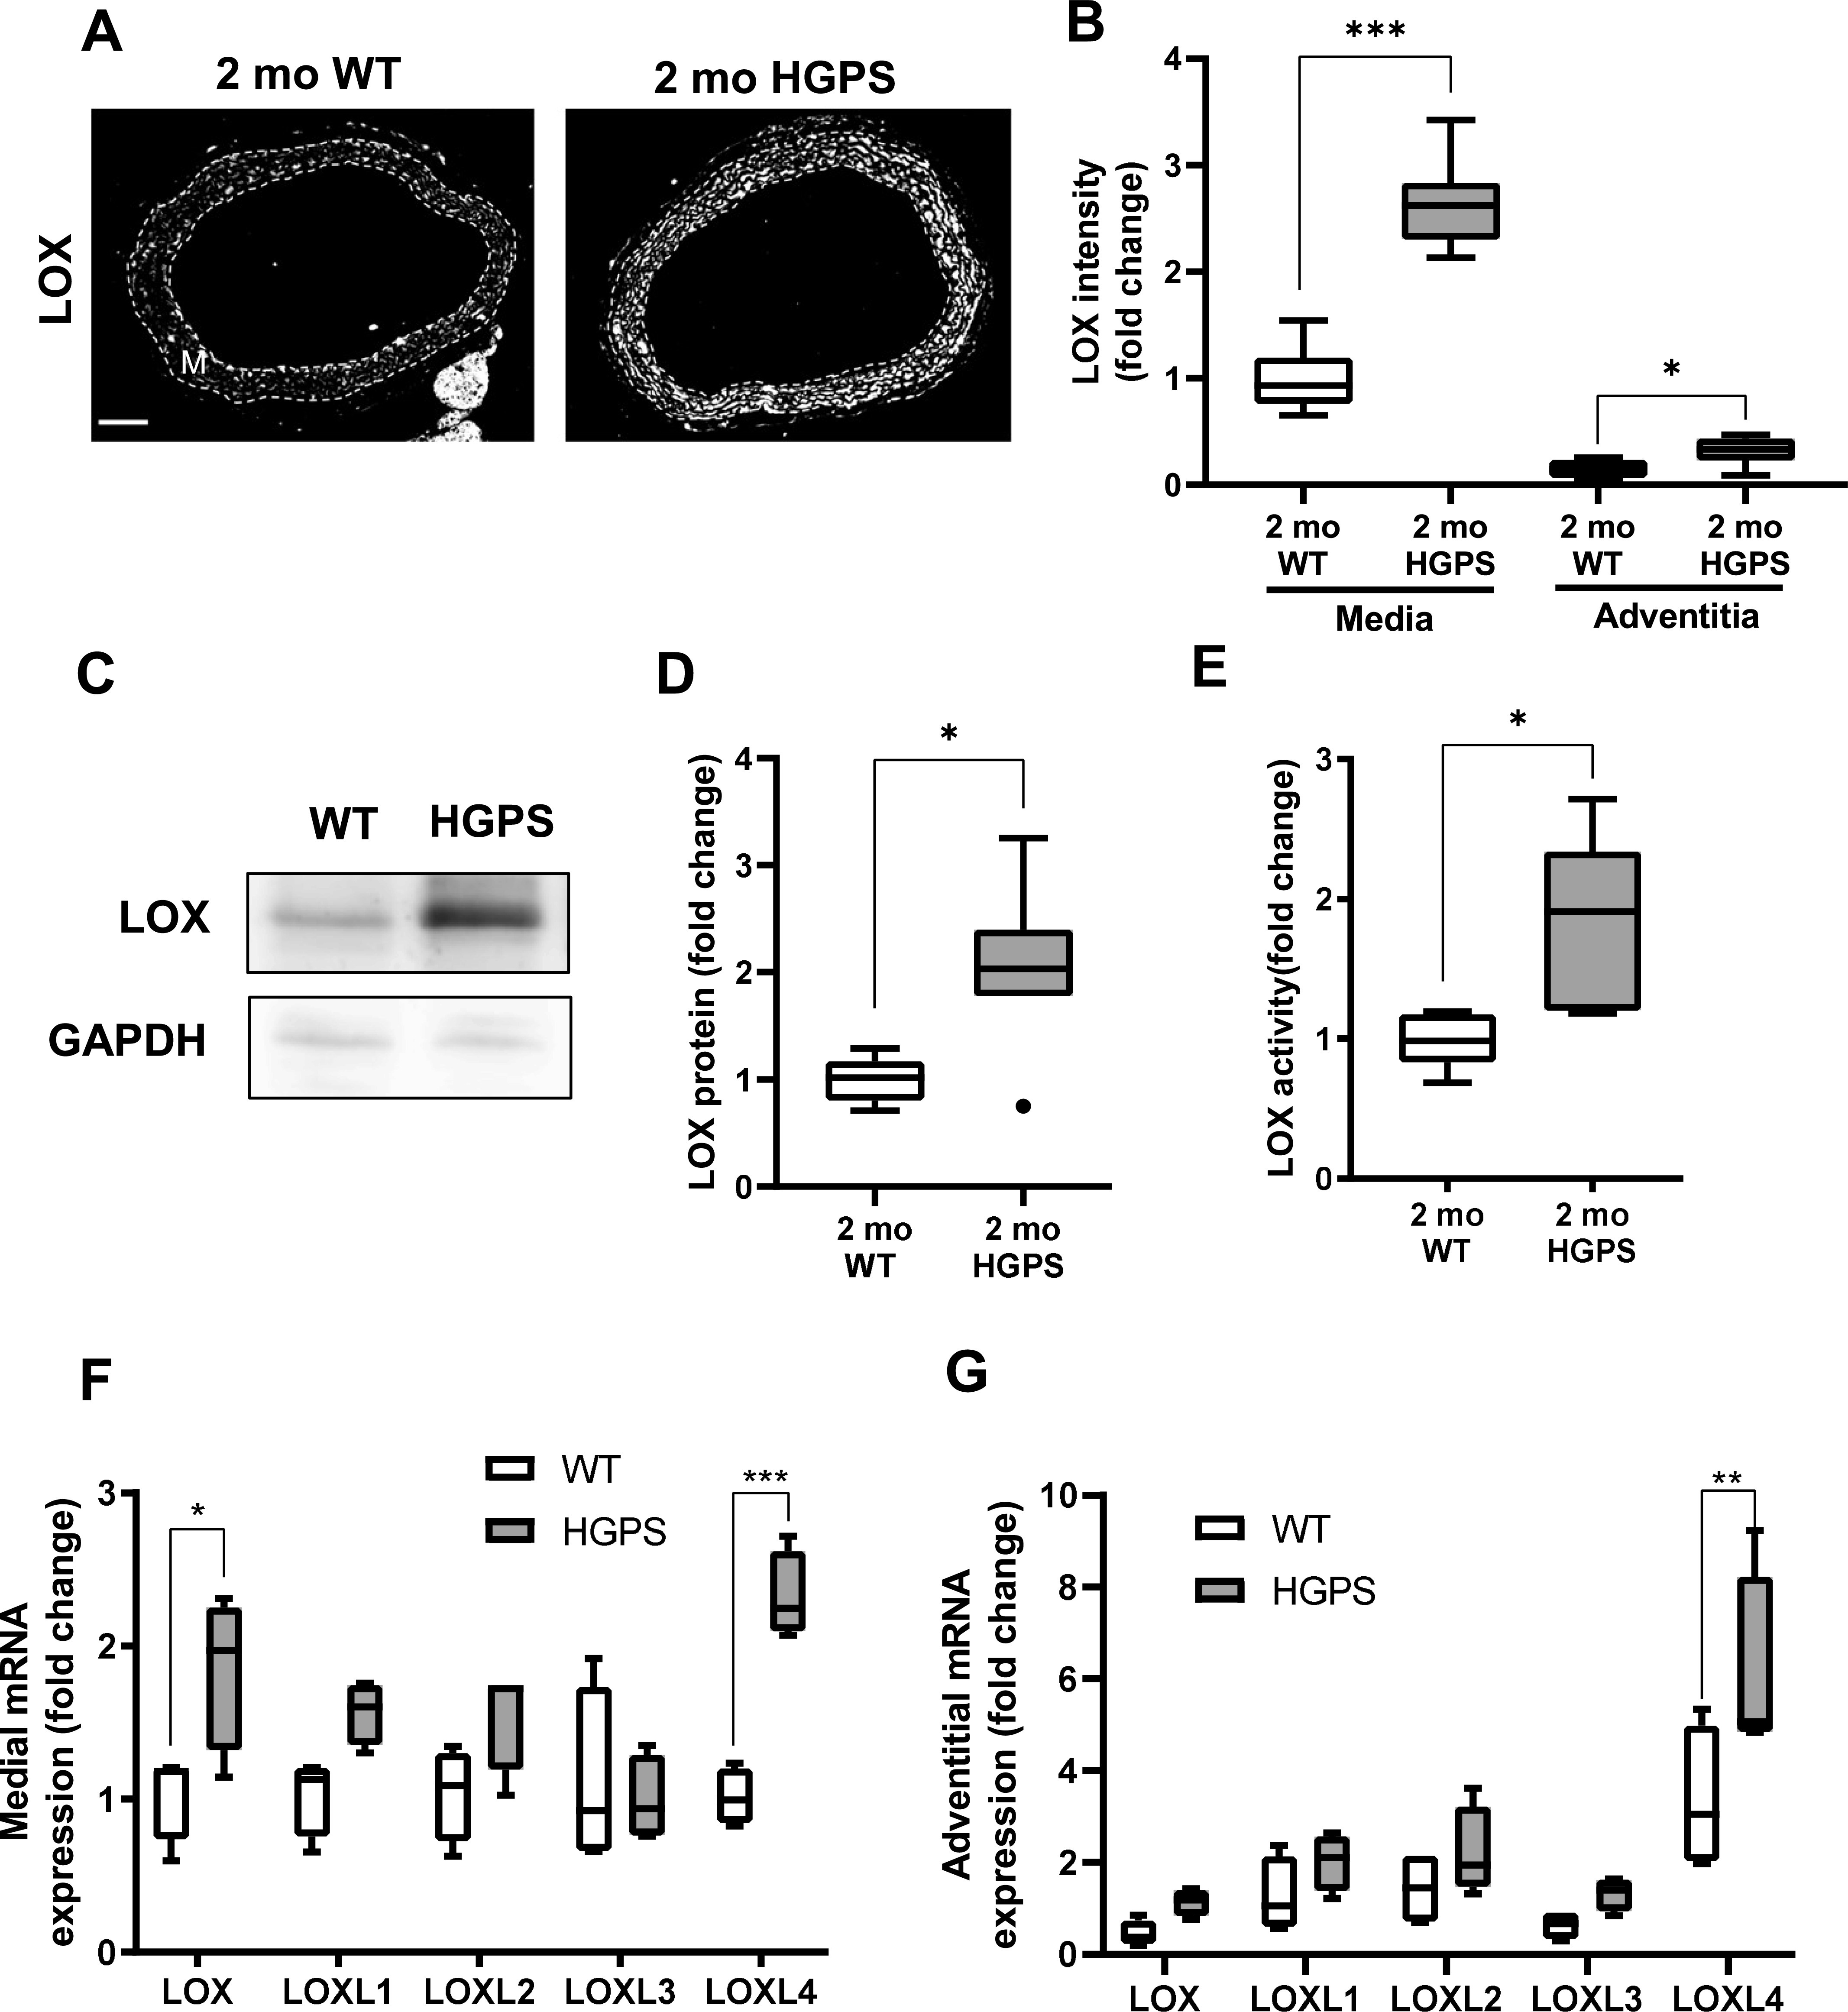
Hutchinson–Gilford Progeria Syndrome (HGPS) aortas display increased lysyl oxidase (LOX) abundance and activity. **(A)** Representative images of 2-mo WT (n = 8) and HGPS (n = 7) aortic sections immunostained for LOX; scale bar = 100 μm. The arterial media (M) is outlined with dashed lines. **(B)** LOX signal intensities from the immunostained sections were quantified, and results were normalized to the mean signal intensity of the 2-mo WT medial layer. **(C, D)** Representative immunoblot of aortic lysate from 2-mo WT and HGPS mice, and (D) quantification of immunoblots (n = 6–7 per genotype). **(E)** LOX activity in 2-mo WT and HGPS aortic tissue (n = 5 per genotype). Statistical significance in A-E was determined by Mann–Whitney tests between genotypes. **(F, G)** mRNA expression levels of LOX family isoforms in adventitia-free 2-mo WT and HGPS aortas and (G) 2-mo WT and HGPS aortic adventitial tissue were quantified by RT-qPCR (n = 4 independent experiments, with two aortas pooled per experiment). Transcript levels were normalized to 2-mo WT medial layer values. Statistical significance was determined by two-way ANOVA followed by Holm–Sidak post-tests.

### Reduced expression of miR-145 underlies the misregulation of arterial LOX in HGPS SMCs

We used isolated aortas and primary aortic SMCs from age-matched WT and HGPS mice to explore the molecular mechanism responsible for up-regulation of arterial LOX. We first found that the increased abundance of LOX protein we observed in the arterial media of 2-mo HGPS mice was accompanied by a preferential increase in medial rather than adventitial LOX mRNA (Fig 5F and G). As in the carotid, this up-regulation was minimally detected in younger (1-mo) HPGS mice (Fig S12A). We then extended the mRNA analysis to all of the LOX family members: LOXL4 mRNA was increased significantly in 2-mo HGPS aortic media and adventitia (Fig 5F and G), but a comparison of Δ-Ct values revealed that arterial expression of LOXL4 is very low relative to the LOX isoform (Fig S12B). Continued mechanistic analysis therefore focused on regulation of the LOX isoform in vascular SMCs.

**Figure S12.**
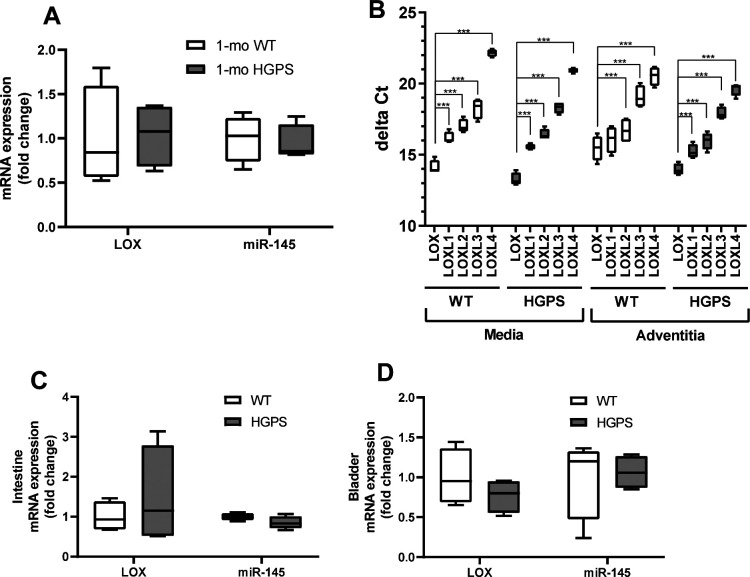
LOX and miR-145 transcript abundance. **(A)** LOX and miR-145 transcript levels in 1-mo male WT and Hutchinson–Gilford Progeria Syndrome (HGPS) mice (n = 4 per genotype). Statistical significance was determined by Mann–Whitney tests. **(B)** Relative abundance of the LOX family members in the medial and adventitial layers of 2-mo WT and HGPS aorta was quantified by RT-qPCR. Results show Δ-Ct values plotted as Tukey plots (n = 4 mice per genotype). Statistical significance was determined by Two-way ANOVA using LOX as a reference; results of the individual Holm–Sidak post-tests are shown. **(C, D)** LOX and miR-145 transcript levels in intestine (n = 4 per genotype) and bladder (n = 4 per genotype) of 2-mo male WT and HGPS mice.

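RNA of whole descending aortas, with the intimal, medial and adventitial layers together, was sequenced from 6 male WT mice and 6 HGPS mice at 2 mo and from 6 WT mice at 24 mo. HGPS mice carry a mutation in Lmna that makes cells splice its transcript into progerin, a truncated Lamin A. By the sample labels, the HGPS mice were 64 to 75 d old, 5 of the 2-mo WT mice were 62 d old and the sixth was 95 d old, and the 24-mo WT mice were 609 to 762 d old. The authors made stranded libraries of total RNA depleted of ribosomal RNA and sequenced them from both ends. They assigned the reads to GENCODE transcripts with salmon, which estimates how many reads come from each transcript, and summed the estimates per gene with tximport. The deposited values are these estimated counts as whole numbers, without normalization, for 54281 genes. The total per mouse ranged from 17838351 to 30844775 counts in HGPS (median 22752394), from 12413229 to 21016752 in 2-mo WT (median 18031579) and from 13622602 to 19871697 in 24-mo WT (median 17964166). The paper states 14 to 30 M reads per sample, and the values here use the totals of the table. No 2 mice of a group had counts within sampling noise of each other, as duplicate files of one library would (chi-square per degree of freedom 8.09 to 92.0 over the 45 pairs). Each mouse was counted as 1 replicate. Of all genes, the 15210 with at least 10 counts in at least 6 mice were tested with edgeR's quasi-likelihood test, with all 3 groups in one fit, TMM normalization and Benjamini-Hochberg adjustment. Expression is given as CPM, counts scaled to a common library size by TMM, and log2 CPM has a prior count of 2. A comparison of 6 mice with 6 by an exact permutation test cannot give a two-sided p below 0.00216. Whole aorta does not separate the layers of the wall, and RNA of any tissue left on the vessel is part of the counts.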

To identify molecular mechanism(s) upstream of LOX gene expression in HGPS, we performed a genome-wide analysis of descending aortas from 2-mo WT and HGPS mice in addition to 24-mo WT mice. A principal component analysis showed clustering amongst the replicates and separation between the experimental conditions (Fig S13A). 

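In the 300 genes of highest variance in log2 CPM, 37.7% of the total sum of squares lay between the 3 groups (permutation test of the group labels, p = 1e-05, the smallest that 100000 permutations can give). Taken pairwise, the share between groups was 32.1% for HGPS and 2-mo WT, 21.8% for 24-mo WT and 2-mo WT, and 38.8% for HGPS and 24-mo WT, and in each pair no other division of the 12 mice gave a larger share (exact permutation test, p = 0.00216). The first principal component held 27.8% of the variance and the second 12.6%. The HGPS mice lay between -25.5 and -13.2 on the first component, apart from the 2-mo WT mice (-1.08 to 15.6) and the 24-mo WT mice (8.98 to 18.6). Within groups, this position went with the mean log2 CPM of 12 brown fat marker genes. HGPS mice 4 and 5, lowest of their group in that score (3.98 and 4.51), lay nearest the WT mice. In 2-mo WT, the score was highest in mouse 1 (4.48, at -1.08) and lowest in mouse 4 (0.565, at 15.6). Fat left on the vessel may thus add to the first component. HGPS mouse 4 still lay apart from 2-mo WT mouse 1, whose score was higher. The ages of WT mice overlapped on the first component and were apart on the second, where 2-mo WT mice lay between -23.0 and -7.44 and 24-mo WT mice between 5.93 and 13.8. The choice that moved the share of the first component most among those set in advance was DESeq2's variance-stabilizing transformation in place of log2 CPM, which gave 47.3%.

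**Figure D1:**
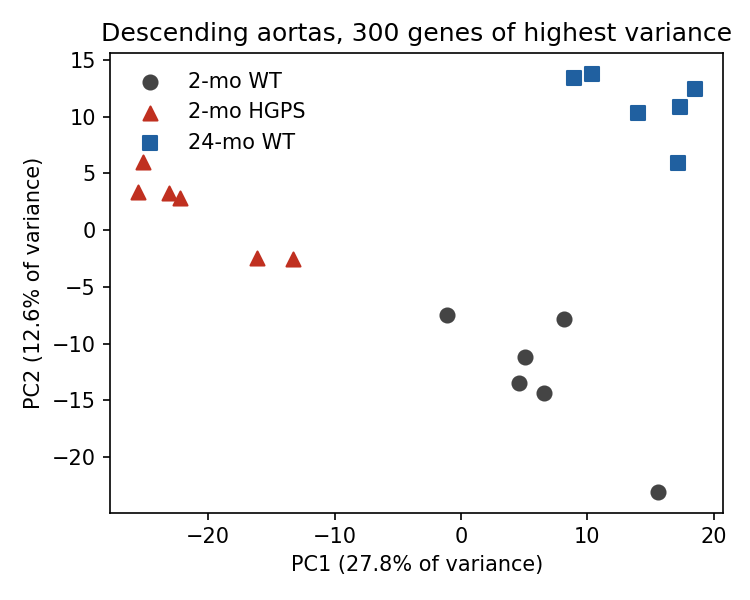
Position of each mouse on the first (x axis) and second (y axis) principal component of log2 CPM, in arbitrary units, with the share of variance in the axis labels. Each point is 1 mouse (6 per group), and the HGPS mice lie between -25.5 and -13.2 on the first component, to the left of all WT mice.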

Using a 1.5× fold change and an adjusted *P*-value of <0.001 as cut-offs, we identified nearly 4,000 differentially expressed genes (DEGs) between 2-mo WT and HGPS aortas, and a gene ontology analysis identified “ECM” among the most DEG categories (Fig S13B). 

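At the same cut-offs, edgeR's quasi-likelihood test called 1445 genes between HGPS and 2-mo WT aortas, 801 higher and 644 lower in HGPS, among the 15210 genes tested. Of these, 1290 had all 6 mice of one group above all 6 of the other. Among all tested genes 21.9% had groups that were apart in this way, where chance gives 0.216%. Among the alternatives set in advance, the count moved most when each gene was tested against a 1.5-fold change rather than against no change (edgeR's glmTreat). There, 143 genes passed the same adjusted p. Among genes with a mean of at least 100 counts whose groups were apart, the largest rise was that of Spp1, which encodes osteopontin, from 0.758 ± 0.311 CPM (SD, n = 6) in 2-mo WT to 26.5 ± 11.1 CPM (SD, n = 6) in HGPS. Its log2 fold change was 5.12 (standard error 0.37, adjusted p = 1.88e-08). Next came Cthrc1 at 3.63, Elovl3 at 3.25, Ccl8 at 3.21 and Cdkn1a at 2.99. Elovl3, at an adjusted p of 0.000961, lay close to the cut-off and was past it in some fits only, and its log2 fold change was 0.70 with brown fat and skeletal muscle marker scores as covariates. Cdkn1a, which encodes the cell cycle inhibitor p21, had the smallest standard error of the 5 (0.13, adjusted p = 2.4e-11) and rose from 14.1 ± 1.64 CPM (SD, n = 6) to 112 ± 17.6 CPM (SD, n = 6). The 5 largest falls were smaller, with log2 fold changes of -1.86 for Ky, -1.75 for Cdh3, -1.69 for Tppp3, -1.68 for Kcnc4 and -1.65 for Fam19a1.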

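For the ECM, a list of 195 genes of matrix proteins and their modifying enzymes was fixed before the data were examined, since the DAVID analysis was not run here. Of its 170 tested genes, 42 (24.7%) were past the cut-offs between HGPS and 2-mo WT, against 9.33% of all other tested genes (odds ratio 3.19, two-sided Fisher's exact test, p = 4.92e-09, in which genes are not independent replicates). The changes went both ways, with 20 genes higher and 22 lower in HGPS and a median log2 fold change of -0.08 over the list. With brown fat and skeletal muscle marker scores as covariates, which moved the share most, 4.12% of the list was past the cut-offs (two-sided Fisher's exact test, p = 0.0912). That fit called only 314 genes in all, against 1445 in the main fit, so the share of other genes fell as well. Besides Spp1, the matrix genes with the largest rises past the cut-offs were Col11a1 at a log2 fold change of 3.86, Cthrc1, Col8a1 at 2.78 and Col10a1 at 2.12. Col11a1, Col8a1 and Col10a1 were named after their values were seen.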

We then used Ingenuity Pathway Analysis (IPA) to identify 852 regulators predicted to be either activated or inhibited based on the entire set of DEGs (Fig 6A and Table S2). 

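IPA infers the state of a regulator from the direction in which its known targets changed, not from the regulator's own mRNA. By the paper's Table S2, 611 of the 852 regulators are activated and 241 inhibited, with the paper's z-scores between -5.65 and 7.16. Among the 140 listed as transcription regulators, 98 are activated and 42 inhibited. The mRNA of 116 of these was tested in the aortas here. It was higher in HGPS than in 2-mo WT for 46 of 83 activated regulators and lower for 26 of 33 inhibited ones, so that 62.1% changed in the direction of the paper's z-score (odds ratio 4.56, two-sided Fisher's exact test, p = 0.000918, in which genes are not independent replicates). Other divisions of the same 12 mice gave a share as far from chance in 10 of 32 cases, the real one included. Among the 23 regulators whose own mRNA had an adjusted p under 0.001 in edgeR's quasi-likelihood test, 78.3% changed in the direction of the z-score.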

Within this list of 852, we focused on the 139 categorized as transcription regulators (which include both transcription factors and epigenetic modifiers) and 10 categorized as microRNAs (miRs) (Fig 6A and B).

Table S2 Candidate upstream regulators in HGPS as identified by Ingenuity Pathway Analysis.

**Figure S13.**
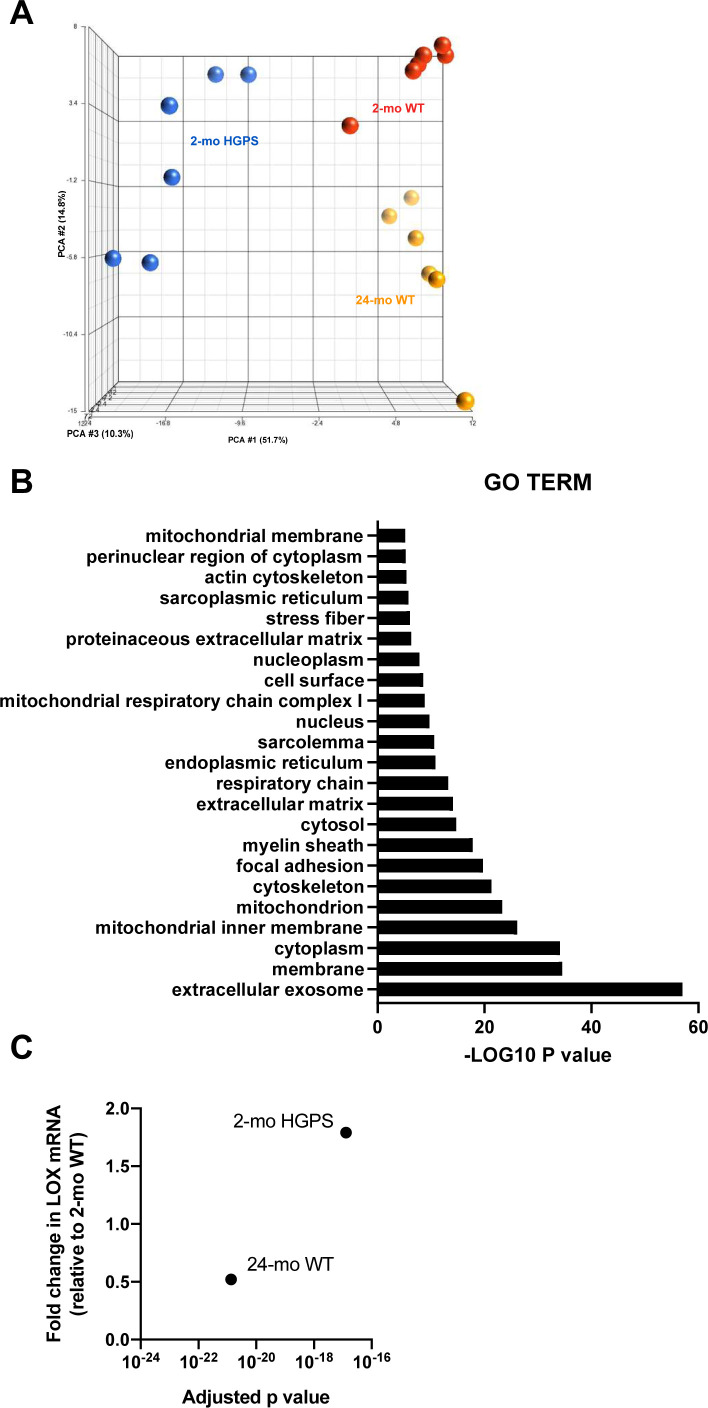
Initial characterizations of the genome-wide analysis. **(A)** Principal component analysis of RNASeq data performed in Partek Genomics Suite. **(B)** Gene ontology cellular component analysis performed in DAVID as described in the Materials and Methods section. Gene ontology Terms with greater than a −LOG_10_(*P*-value) of five are shown. **(C)** Fold changes and adjusted *P*-values for LOX mRNA in the differentially expressed genes of aortas from 2-mo Hutchinson–Gilford Progeria Syndrome and 2- and 24-mo WT mice.

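Terms of the mitochondrial respiratory chain are among those of Fig S13B. In a list of 79 nuclear and mitochondrial genes of the chain, fixed before the data were examined, 28 of 78 tested genes (35.9%) were past the 1.5-fold and 0.001 cut-offs between HGPS and 2-mo WT, and all 28 were higher in HGPS. Among all other tested genes 9.36% were past them (odds ratio 5.42, two-sided Fisher's exact test, p = 2.06e-10, in which genes are not independent replicates). The median log2 fold change over the list was 0.57. With 12 brown fat and 6 skeletal muscle marker genes scored in each mouse and the 2 scores entered as covariates, the median log2 fold change was 0.21, no gene of the list was past the cut-offs, and 28 had an unadjusted p under 0.05, 26 of them higher in HGPS. With only the 2 groups fitted, 12.8% of the list was past the cut-offs (two-sided Fisher's exact test, p = 0.329).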

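Lox (ENSMUSG00000024529) lies on chromosome 18 of GRCm38 from 52516067 to 52529867 on the minus strand and encodes lysyl oxidase. Its expression was 438 ± 54.7 CPM (SD, n = 6) in 2-mo WT and 791 ± 89.5 CPM (SD, n = 6) in HGPS aortas, from means of 7576 and 18330 counts per mouse. The log2 fold change was 0.85 (standard error 0.09), or 1.81-fold, with an adjusted p of 6.19e-07 from edgeR's quasi-likelihood test. All 6 HGPS mice were above all 6 2-mo WT mice (exact permutation test, p = 0.00216). With DESeq2, other normalizations and count filters, with the replicate number or age in the fit, with each mouse left out and with brown fat and skeletal muscle marker scores as covariates, the estimate stayed between 0.73 and 0.91, each with an adjusted p under 0.001. With smooth muscle and fibroblast marker scores as covariates, both of which separate the groups, it was 0.73 with a standard error of 0.27 (adjusted p = 0.472).

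**Figure D2:**
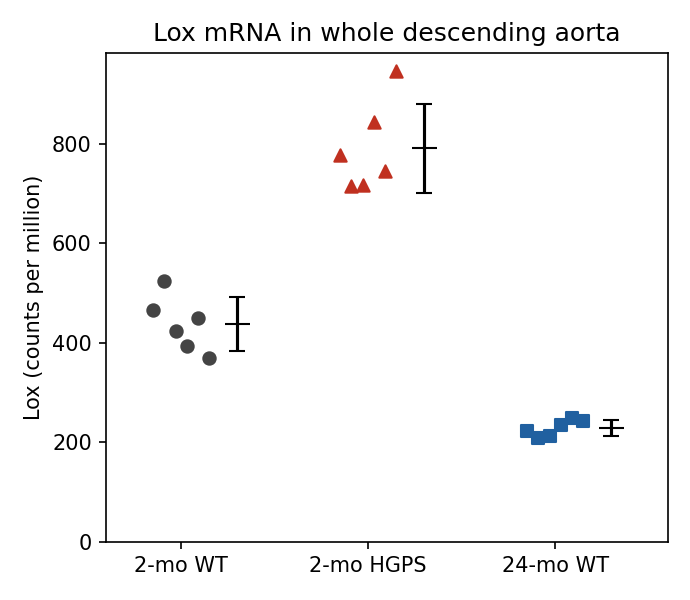
Lox mRNA in CPM (y axis, from 0) for each mouse of the 3 groups (x axis), with the mean and SD of each group (n = 6) as a dash and error bar. The HGPS mice lie between 716 and 945 CPM, the 2-mo WT mice between 369 and 523 CPM and the 24-mo WT mice between 209 and 249 CPM.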

**Figure 6.**
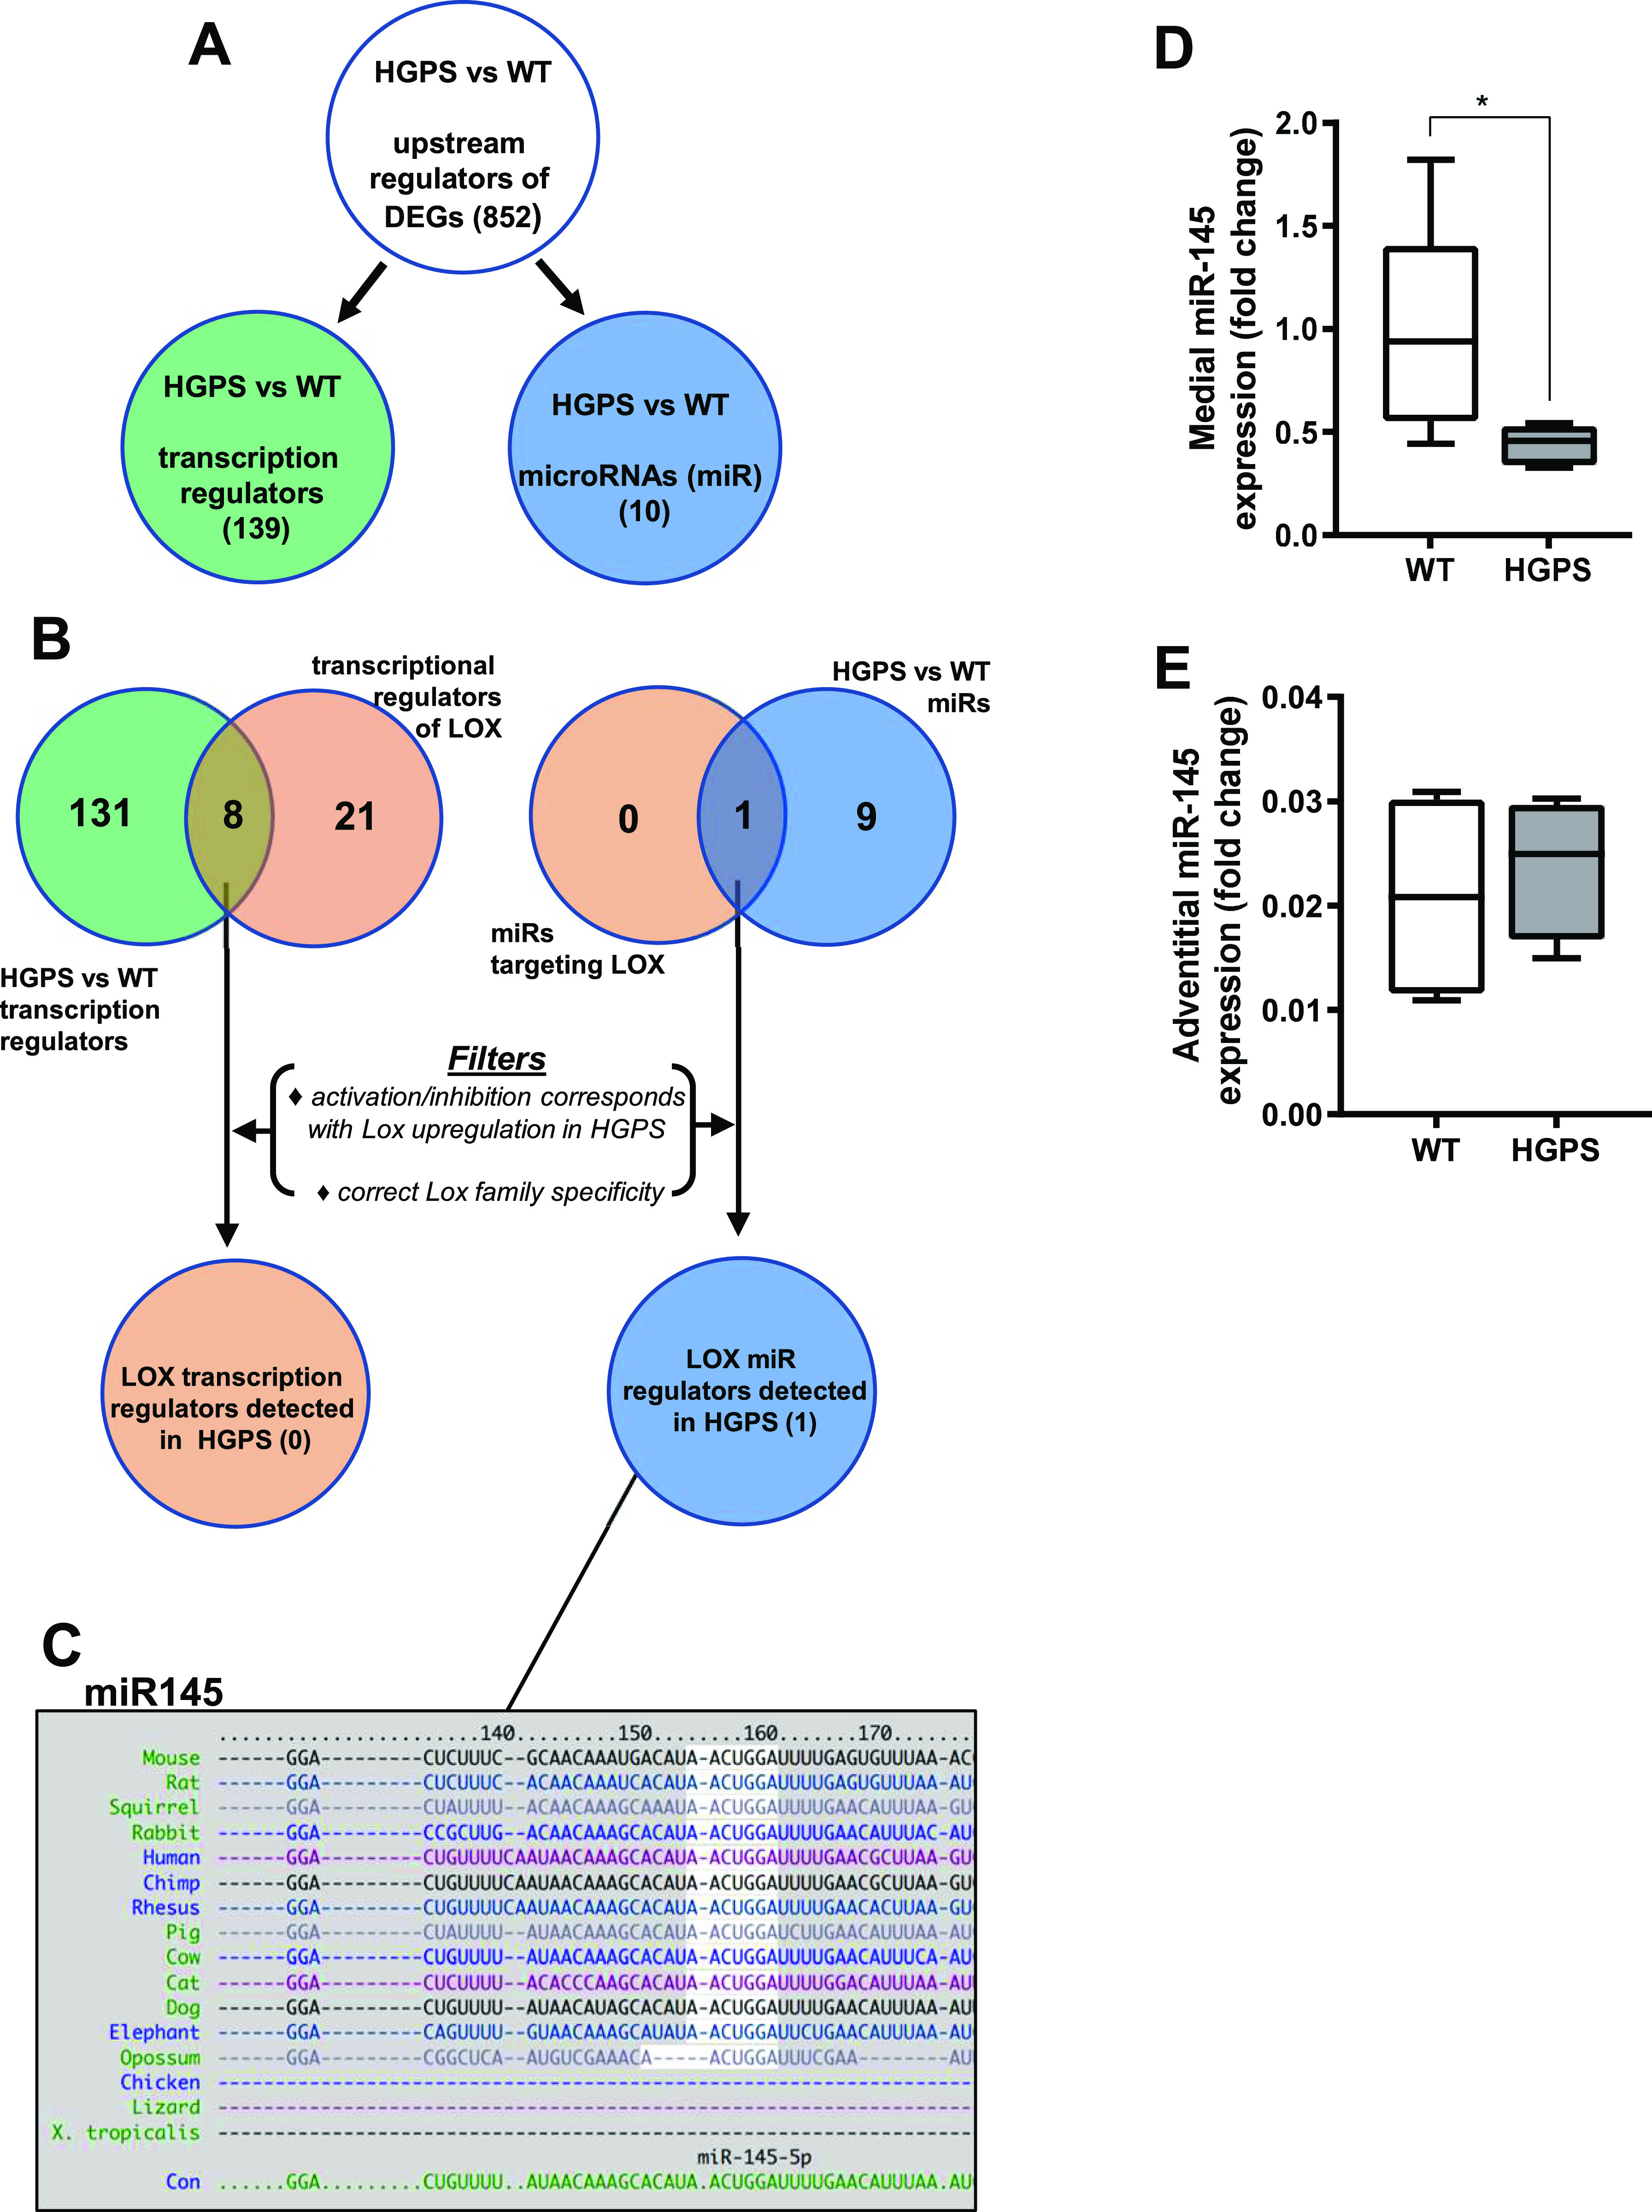
Hutchinson–Gilford Progeria Syndrome (HGPS) aortic tissues show reduced miR-145 transcript levels. RNA-sequencing analysis was performed (see the Materials and Methods section) on cleaned aortas from 2-mo WT and HGPS mice (n = 6 per genotype) to identify potential upstream regulators of LOX. **(A)** The number of activation or inhibition signatures in the HGPS versus WT aortas was inferred from an Ingenuity Pathway Analysis of differentially expressed genes, and the list of total activation/inhibition signatures (top) was subdivided into transcription regulators and microRNAs. **(B)** Venn diagram identifying the number of activation/inhibition signatures in HGPS categorized as either transcription regulators (left, green) or microRNAs (right, blue) were compared with known transcriptional or microRNA regulators of LOX identified from Ingenuity Pathway Analysis (beige). The likelihood of the eight transcription regulators and one miR accounting for LOX up-regulation in HGPS was then considered individually using the criteria shown (“Filters”). **(C)** TargetScan depiction of the conserved 3′ UTR miR-145-5p target sequence in LOX. **(D, E)** miR-145 transcript levels from the medial layer (n = 6) and (E) adventitial layer (n = 4) of 2-mo WT and HGPS mice. miR-145 transcript levels were normalized to WT media values. Statistical significance was determined by Mann–Whitney tests.

The set of 139 activated or inhibited transcription regulators identified from genome-wide analysis was compared with the IPA list of 29 transcription regulators reported to be upstream of LOX (Fig 6B; left). This analysis identified eight candidate transcription regulators of LOX (Fig 6B and Table S3) that were either activated or inhibited in HGPS. However, none of these were strong candidates for LOX mRNA regulation either because their predicted activation/inhibition state did not match with the up-regulation of LOX mRNA in HGPS or because their reported transcriptional effects were inconsistent with the selective up-regulation of the LOX isoform we detected in HGPS (Fig 5F and G and Table S3).

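The own mRNA of the 8 candidates was measured in the same aortas, as log2 fold changes between HGPS and 2-mo WT with edgeR's quasi-likelihood test. Ddit3, with a z-score of 2.49 in the paper's Table S2, rose by 1.05 (standard error 0.15, adjusted p = 1.77e-05), from 12.5 ± 2.06 to 25.9 ± 4.51 CPM (SD, n = 6 each). Myc (the paper's z-score 3.4) rose by 1.05 as well (standard error 0.25, adjusted p = 0.00194) and was higher in all 6 HGPS mice than in every 2-mo WT mouse. Foxm1 (the paper's z-score 3.46) rose by 0.79 (adjusted p = 0.0166) and Stat3 (the paper's z-score 3.03) by 0.30 (adjusted p = 0.00859). The differences in Hif1a (0.11, adjusted p = 0.214, the paper's z-score 3.89) and Klf11 (-0.34, adjusted p = 0.0809, the paper's z-score 1.78) were within the spread between mice. Klf11 changed sign, to 0.22, with fat and muscle scores as covariates. Fos, whose z-score in the paper's Table S2 is 2.23, had a log2 fold change of -1.59 (standard error 0.64, adjusted p = 0.0504) and varied widely between mice, from 14.6 to 149 CPM (mean 74.1) in the 6 2-mo WT mice and from 14.4 to 35.5 CPM (mean 24.6) in the 6 HGPS mice. Tfap2c, at 1 count in all 18 libraries together, was not tested.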

Table S3 Candidate transcription regulators of LOX gene expression in HGPS.

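The libraries of these aortas do not measure mature miRs, which are shorter than the fragments of a total RNA library. The 27 annotated precursor loci of the 10 miR families in Table S2, 2 of them of miR-145, had 0 counts in all 18 mice, and 8 of the 2022 annotated miR genes had any. The miR states in Table S2 therefore rest on the mRNAs of their targets, and the paper's z-scores for the 10 lie between -3.60 and -1.78. The mouse miR-145 precursor Mir145a lies on chromosome 18 of GRCm38 from 61647825 to 61647894 on the minus strand.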

We then examined the 10 upstream microRNA (miR) regulators identified by IPA (Fig 6B; right). All of these miRs were predicted to have an inhibited activation state (Table S2), but an analysis of LOX-targeting miRs with TargetScan indicated that only one of them, miR-145, had a highly conserved target sequence in the 3′ UTR of LOX (Fig 6C). The miR-145 target sequence is also absent from the LOX family members that are not strongly up-regulated in HGPS. 

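Bases 2 to 8 of miR-145-5p (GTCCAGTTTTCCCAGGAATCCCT as DNA) pair with the site AACTGGA. In the GENCODE M21 annotation of GRCm38, the 3′ UTR of Lox (transcript Lox-201, 3160 bases) has 1 such site at base 156 from the stop codon, on chromosome 18 from 52519065 to 52519071 on the minus strand, in the sequence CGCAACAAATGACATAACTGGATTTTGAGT. The longest annotated 3′ UTRs of Loxl2 (2715 bases), Loxl3 (1689 bases) and Loxl4 (1352 bases) have none. The 3′ UTR of Loxl1 (transcript Loxl1-201, 1173 bases) has 1, at base 750, on chromosome 9 from 58288155 to 58288161 on the minus strand, in the sequence GGGCATCCTTGGGACAACTGGACAGAGGCA. Conservation of the sites between species was not analysed here.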

RT-qPCR extended the IPA prediction of reduced miR-145 signature and showed that miR-145 levels are down-regulated in the medial layer of 2-mo HGPS aortas (Fig 6D) but not in the adventitial layer (Fig 6E), which (as with the protein; refer to Fig 5A and B) expressed lower levels of LOX. This down-regulation of medial miR-145 may be specific to the HGPS vasculature as it was not detected in two other SMC-containing tissues, intestine and bladder (Fig S12C and D). The levels of miR-145 were also similar in the aortas of 1-mo WT and HGPS mice (Fig S12A), consistent with the absence of strongly up-regulated LOX gene expression (Fig S12A) or arterial stiffening (Fig S6) at this early 1-mo time-point.

We were able to extend our results to isolated aortic SMCs. Primary SMCs from HGPS mice also displayed reduced miR-145 transcript levels (Fig 7A). Moreover, ectopic expression of miR-145 in primary WT and HGPS aortic SMCs reduced the level of LOX mRNA, and the elevated expression of LOX mRNA seen in HGPS SMCs became similar to that of the WT controls (Fig 7B). Although these results do not exclude a possible role for aberrant transcriptional control of LOX in HGPS, they strongly support miR-145 down-regulation as an important and causal regulator of arterial LOX abundance in HGPS.

**Figure 7.**
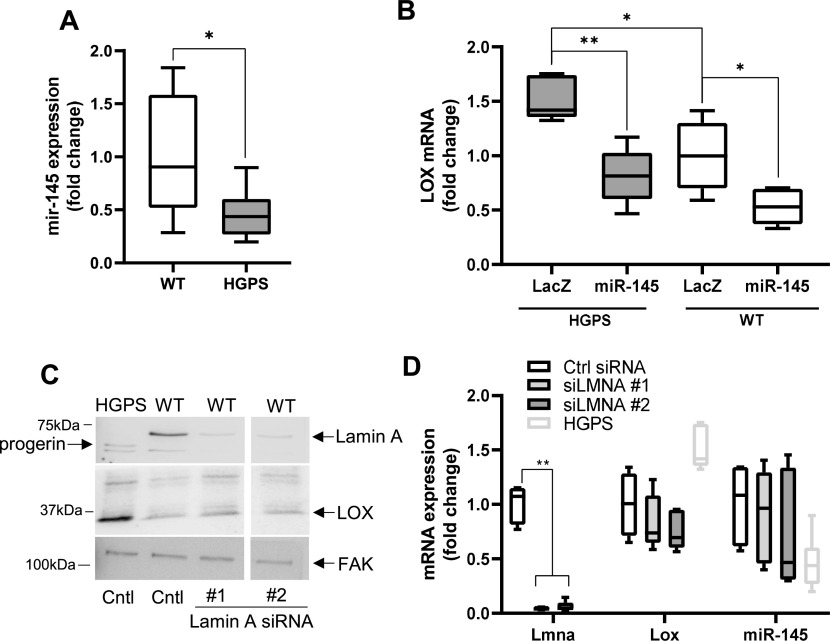
Ectopic expression of miR-145 reduces lysyl oxidase (LOX) mRNA in primary Hutchinson–Gilford Progeria Syndrome (HGPS) vascular smooth muscle cells (SMCs). **(A)** miR-145 transcript levels in isolated WT and HGPS SMCs as determined by RT-qPCR (n = 8 per genotype). Statistical significance was determined by a Mann–Whitney test. **(B)** LOX mRNA levels in WT and HGPS SMCs infected with adenoviruses encoding LacZ (control) or miR-145 determined by RT-qPCR and normalized to the WT LacZ control (n = 5). Statistical significance was determined by Mann–Whitney tests. **(C)** WT SMCs were transfected with a control siRNA or two different siRNAs targeting LMNA; lysates were analyzed by Western blotting and probed for Lamin A, LOX, and FAK (loading control) (n = 3). HGPS SMCs were included as reference. White spaces indicate removal of extraneous data. **(D)** LMNA mRNA was knocked-down in WT SMCs using two distinct siRNAs, and transcript levels of Lmna, Lox, and miR-145 were analyzed by RT-qPCR and normalized to the Ctrl siRNA treatment (n = 5). Statistical significance was determined by two-way ANOVA with Holm-Sidak post-tests. The light gray bars in the Tukey plots show HGPS references for miR-145 and LOX and are reproduced from Fig 7A and B, respectively.

As HGPS is associated with reduced expression of WT Lamin A as well as expression of progerin (see Introduction), we depleted Lamin A from WT SMCs with siRNAs and asked if reduced Lamin A abundance would be sufficient to generate the miR-145/LOX relationship seen in HGPS. Distinct Lamin A siRNAs effectively reduced Lamin A protein levels (Fig 7C) but did not significantly alter the expression levels of LOX protein (Fig 7C), LOX mRNA (Fig 7D), or miR-145 (Fig 7D). We conclude that a progerin-mediated gain-of-function in HGPS mice is responsible for the down-regulation of miR-145 and the consequent increase of LOX gene expression in HGPS.

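The cut-offs of Fig S14A, a log2 fold change of at least 0.8 and an adjusted p under 0.0001, were applied here in both directions. The legend does not state a direction. With edgeR's quasi-likelihood test, 497 genes passed between 2-mo WT and HGPS aortas, 279 higher and 218 lower in HGPS. TargetScan's predictions were not used here.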

Finally, we used TargetScan to identify several other putative miR-145 targets within the DEGs of 2-mo WT and HGPS aortas (Fig S14A). 

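Tnfrsf11b, Flt1 and Mfsd2a were compared with Lox in the whole-aorta libraries by edgeR's quasi-likelihood test. Tnfrsf11b, which encodes osteoprotegerin, went from 22.6 ± 4.28 CPM (SD, n = 6) in 2-mo WT to 64.6 ± 13.3 CPM (SD, n = 6) in HGPS, a log2 fold change of 1.52 (standard error 0.15, adjusted p = 3.96e-07). For Flt1, a receptor of vascular endothelial growth factor, expression was 26.2 ± 3.39 CPM (SD, n = 6) in 2-mo WT and lay between 35.0 and 59.6 CPM in the 6 HGPS mice, and the log2 fold change was 0.81 (standard error 0.12, adjusted p = 2.69e-05), slightly below that of Lox by less than either standard error. Mfsd2a, a lipid transporter, had few counts, a mean of 11.8 per 2-mo WT mouse and 226 per HGPS mouse, and a log2 fold change of 3.85 (standard error 0.49, adjusted p = 7.14e-06). In each of these genes every HGPS mouse lay above every 2-mo WT mouse (exact permutation test, p = 0.00216 for each). With brown fat and skeletal muscle marker scores as covariates, the adjusted p was 0.00579 for Flt1 and 0.00762 for Mfsd2a. In 24-mo against 2-mo WT, the same edgeR test gave log2 fold changes of 1.44 for Tnfrsf11b (adjusted p = 1.66e-06) and 0.72 for Flt1 (adjusted p = 0.000353). That of Mfsd2a was -0.94 (adjusted p = 0.375). The rises of Tnfrsf11b and Flt1 were thus not specific to HGPS.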

We selected three of those genes based on fold changes that were greater or equal to that of LOX and then examined changes in their mRNA levels in isolated SMCs with and without ectopic miR-145 expression. None showed the strong regulation by miR-145 seen with LOX (Fig S14B). Thus, arterial LOX mRNA appears to be a particularly strong miR-145 target in HGPS.

**Figure S14.**
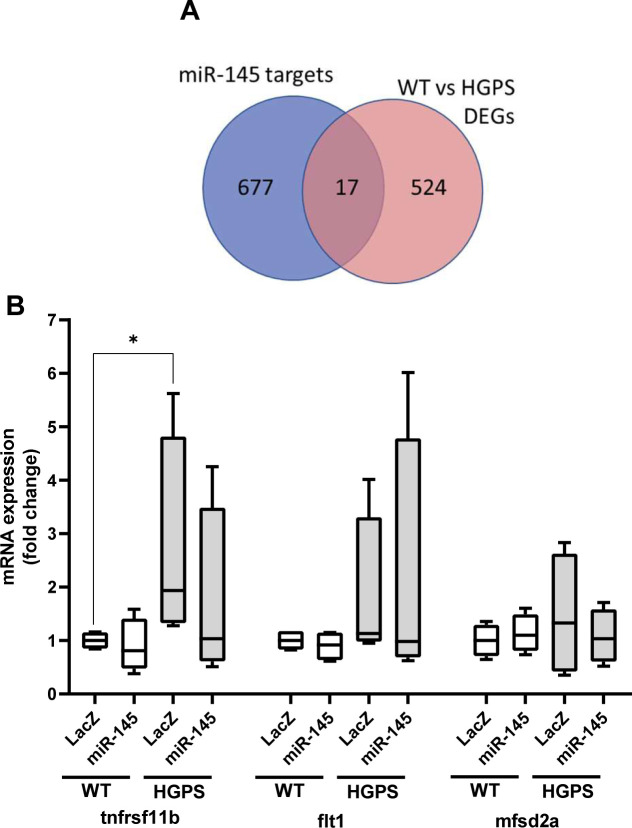
Additional differentially expressed miR-145 target genes in Hutchinson–Gilford Progeria Syndrome (HGPS). **(A)** The list of miR-145-5p predicted transcripts with conserved sites in the mouse genome, as determined by TargetScan (www.targetscan.org), were compared with the differentially expressed genes in the aortas of 2-mo HGPS versus WT mice using a log_2_ fold change ≥ 0.8 and an adjusted *P*-value of <0.0001 as cut-offs. **(B)** Primary aortic smooth muscle cells from 2-mo WT and HGPS mice were infected with an adenovirus encoding LacZ (control) or miR-145. **(A)** After 72 h, RNA was isolated and analyzed by RT-qPCR (n = 4) for three of the putative miR-145 target genes from panel (A), which were selected based on their similar or greater induction than LOX mRNA in HGPS aortas.

### Distinct regulation of the ECM, lysyl oxidase, and miR-145 in HGPS and normal aging

As many parallels have been drawn between HGPS and normal aging, we evaluated levels of the fibrillar collagens, LOX, and miR-145 in aged (24-mo) WT mice (Fig 8). The carotid arteries of the aged WT mice showed only small changes in medial collagen III and collagen-V (Fig 8A and B). However, aged WT mice showed a statistically significant increase in adventitial collagen-I (Fig 8A and B); this was not seen in HGPS (refer to Fig 3). LOX protein increased with time in both the carotid medial and adventitial layers during normal aging (Fig 8C and D), whereas it was mostly limited to the carotid media in HGPS (refer to Fig 3C and D). Unexpectedly, our RNASeq analysis indicated that LOX mRNA abundance was minimally altered in the aortas of 2- versus 24-mo WT mice (Fig S13C), and RT-qPCR showed that this change was not significant (Fig 8E). Similarly, arterial miR-145 levels were not decreased in aged WT mice (Fig 8F). These data indicate that arterial LOX up-regulation in normal aging is mechanistically distinct from that seen in HGPS. Thus, the down-regulation of miR-145 and consequent steady-state increase in LOX mRNA and protein we describe in HGPS are disease-specific effects.

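In whole descending aortas, Lox was at 229 ± 16.4 CPM (SD, n = 6) in 24-mo WT mice, below the 2-mo WT mice of the same libraries. The log2 fold change of 24-mo against 2-mo WT was -0.94 (standard error 0.09, adjusted p = 5.54e-07 from edgeR's quasi-likelihood test), or 0.523-fold. All 6 24-mo mice lay below all 6 2-mo mice (exact permutation test, p = 0.00216). By the sample names, all 24-mo WT mice have lower sample numbers than all 2-mo WT mice. A batch that follows these numbers therefore cannot be told apart from age. With DESeq2, other normalizations and count filters, with the replicate number in the fit, with each mouse left out and with brown fat and skeletal muscle marker scores as covariates, the estimate stayed between -0.99 and -0.88, each with an adjusted p under 0.001. With smooth muscle and fibroblast marker scores as covariates it was -0.83 (adjusted p = 0.00635), and relative to the mean of Col1a1, Col1a2, Col3a1, Col5a1 and Eln it did not differ between the ages (exact permutation test, p = 0.532). From its data in aged WT mice, the paper concludes that LOX up-regulation in normal aging differs in mechanism from that in HGPS.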

**Figure 8.**
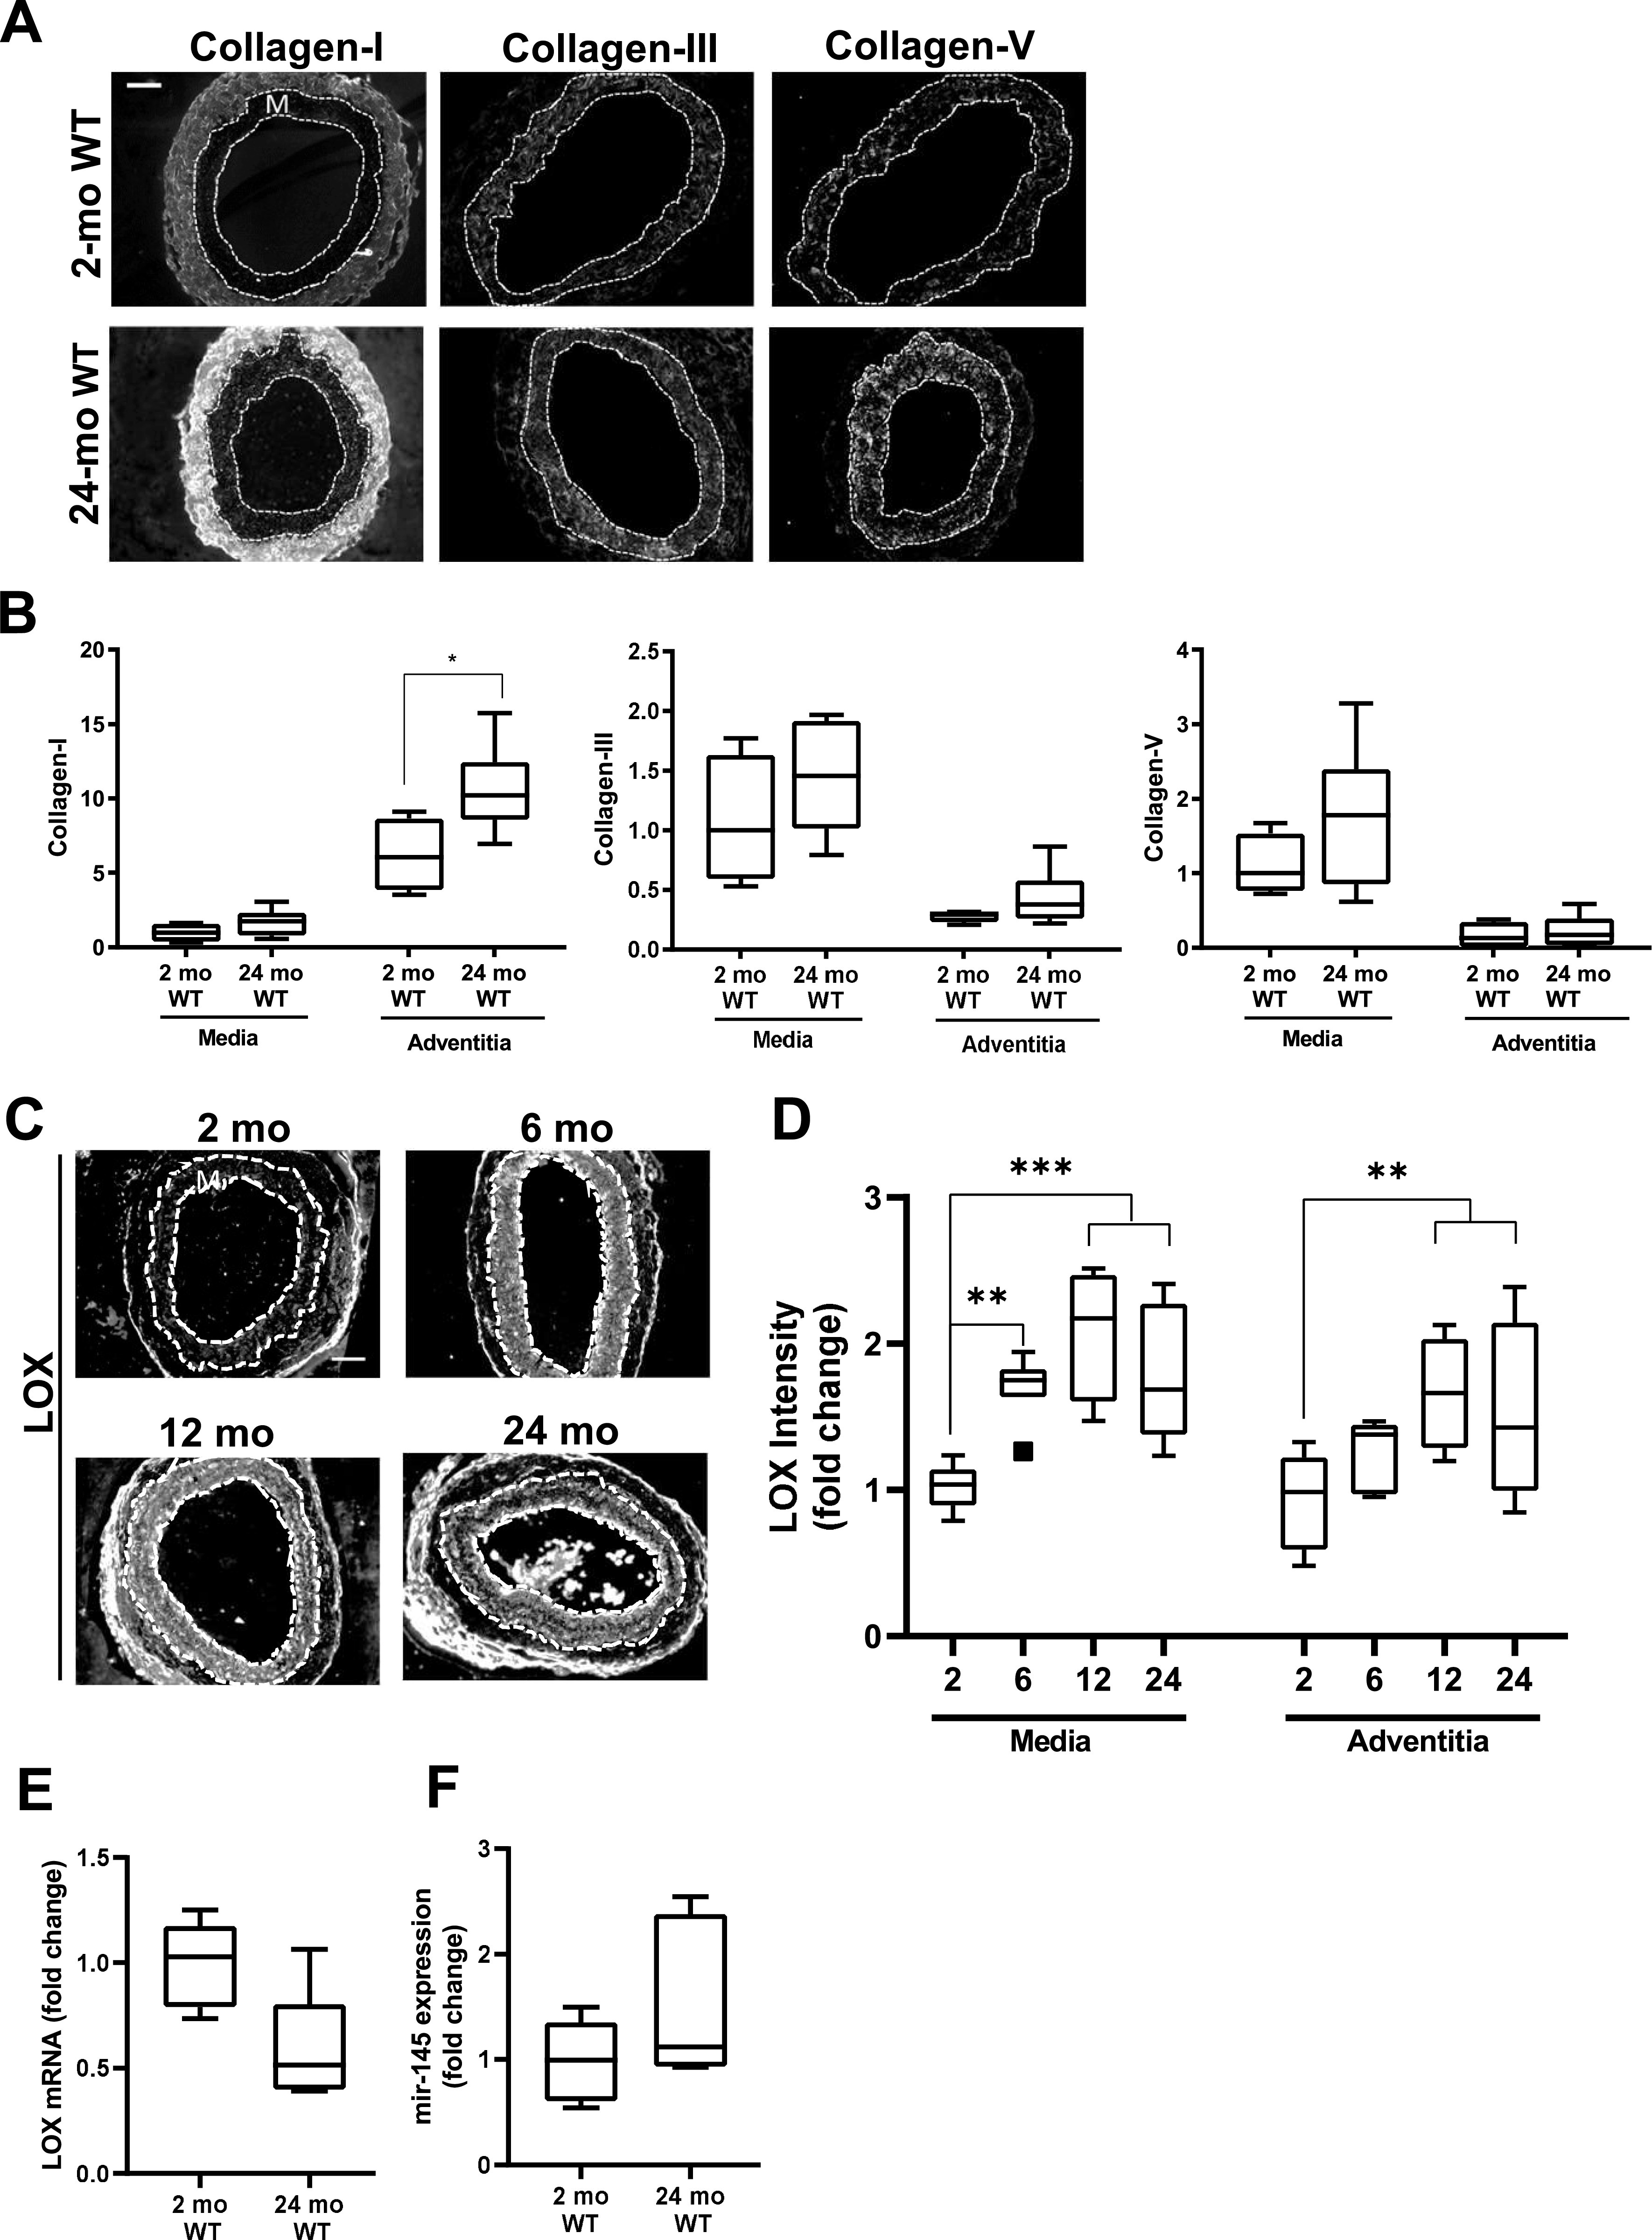
Differential mechanisms drive overexpression of lysyl oxidase (LOX) in normal aging. C57BL/6 (WT) mice were aged from 2 to 24 mo. **(A)** Representative images of collagen-I, collagen-III, collagen-V immunostaining in carotid artery sections of 2- and 24-mo WT mice (n = 4–7 mice per age-group). **(B)** Collagen signal intensities in the medial and adventitial layers of the immunostained carotid cross sections were quantified, and results were normalized to the mean of the 2-mo WT medial layer for each collagen. Statistical significance was determined by Mann–Whitney tests between ages. **(C)** Representative images of LOX immunostaining of carotid artery cross sections from 2-mo (n = 8), 6-mo (n = 7), 12-mo (n = 4), and 24-mo (n = 9) WT mice. **(D)** LOX signal intensities were quantified from the immunostained sections, and results were normalized to the mean signal intensity of the 2-mo WT medial layer. Statistical significance was determined by one-way ANOVA relative to the 2-mo mice followed by Holm–Sidak post-tests. **(E, F)** LOX mRNA (n = 5 per age) and (F) miR-145 expression levels (n = 6 per age) in 2- and 24-mo WT aorta determined by RT-qPCR and normalized to 2-mo WT. Statistical significance was determined using Mann–Whitney tests. In carotid cross section images, the arterial media (M) is outlined with dashed lines; scale bar = 50 μm.

## Discussion

We show here that the carotid arteries of HGPS mice stiffen prematurely and that this stiffening is preferentially circumferential, particularly in males. Although the expression of several arterial collagens is elevated in old HGPS mice (del Campo et al, 2019), our results show that the initiation of arterial stiffening in HGPS is much more closely associated with increased medial LOX expression. Importantly, pharmacologic intervention with the pan-LOX inhibitor, BAPN, improved arterial mechanics of HPGS mice, thereby establishing LOX up-regulation as an underlying and causal mechanism in the early arterial stiffening of HGPS.

Although we did not see pronounced increases in arterial fibrillar collagens early in HGPS, TEM revealed a slight increase in collagen area within the medial elastin folds of HGPS arteries. As adventitial collagen abundance was similar in WT and HGPS mice, the medial collagen in these folds may be the target of the elevated medial LOX in HGPS. Indeed, previous studies have reported that the medial layer contributes more toward circumferential stiffening, whereas the adventitial layer contributes more to axial mechanics (Kohn et al, 2015). Because the expression of collagen genes can increase with ECM stiffness (Kothapalli et al, 2012), the LOX-mediated increase in arterial stiffness described in our studies here with very young HGPS mice may also contribute to the eventual induction of other SMC collagens as seen when HGPS mice are aged (del Campo et al, 2019).

In addition to reducing arterial stiffness, BAPN administration also improved diastolic function in HGPS mice. Diastolic dysfunction is a prominent cardiac abnormality in both HGPS children (Prakash et al, 2018) and HGPS animal models (Osmanagic-Myers et al, 2018; Dorado et al, 2019; Murtada et al, 2020). Although the basis of diastolic dysfunction is multi-faceted, it has been correlated with increased arterial stiffness (Mottram et al, 2005; Kim et al, 2017). Thus, the reduction in arterial stiffness by BAPN may be causal for the observed improvement in diastolic function. However, it is not yet clear if our systemic administration of BAPN is affecting diastolic dysfunction indirectly through its effects on arterial stiffness, or directly through effects on LOX activity in the heart. A comparative analysis of BAPN effects on arterial versus cardiac (cardiomyocyte and cardiac fibroblast) LOX abundance and enzymatic activity, as well as the consequences of BAPN treatment for the arterial and cardiac ECMs, will be required to address this issue.

Genome-wide analysis predicted that the elevated expression of LOX in HGPS is linked causally to an abnormal down-regulation of miR-145 in vascular SMCs. Others have shown that miR-145 is one of the most highly expressed microRNAs in rodent carotid arteries, where it is largely restricted to the SMCs (Cheng et al, 2009; Zhang, 2009). miR-145 is thought to play a critical role in vascular smooth muscle function and a protective role preventing fibrotic ECM synthesis (Zhao et al, 2015). In addition, Faccini and colleagues (Faccini et al, 2017) identified reduced circulating levels of miR-145 as a diagnostic biomarker for coronary artery disease. Our results extend those findings to HGPS, which shows reduced aortic miR-145 abundance relative to age-matched WT arteries and isolated SMCs.

In addition to the bioinformatic prediction, a connection between miR-145 and LOX mRNA abundance has been described experimentally. We have previously reported that overexpression of miR-145 reduced LOX mRNA levels in WT SMCs (Kothapalli et al, 2012). In addition, the same study showed that a miR-145 antagomir counteracted the suppression of LOX mRNA seen in WT SMCs having elevated miR-145. The work described here extends these studies by demonstrating that enforced expression of miR-145 restores near-normal LOX mRNA levels to HGPS SMCs. Collectively, these results strongly suggest a causal connection between the decreased expression of miR-145 and the increased expression of LOX in HGPS. A reporter assay showing that miR-145 can regulate mRNA abundance through the LOX 3′ UTR would further support this connection.

Reduced expression of WT Lamin A failed to regulate miR-145 or LOX mRNA, indicating that misregulation of miR-145 and LOX in HGPS reflects a gain-of-function from progerin expression. However, how progerin may be eliciting these effects is cause for further study. As it has recently been appreciated that Lamin A and the nuclear lamina play an important role in mediating transfer of information from the cytoplasm to the nucleus, the altered nuclear structure due the presence of progerin in HGPS may hinder or promote transfer of this information across the nuclear boundary, leading to deregulated gene expression (Kelley et al, 2011; Wilson, 2018). In addition, progerin may have a more direct effect on miR-145 expression, as recent studies have shown that HGPS nuclei have a dramatically altered epigenetic signature which can lead to improper gene silencing or activation (Arancio et al, 2014; Köhler et al, 2020). Altered LOX and miR-145 expression in HGPS could also be a secondary effect of long-term progerin expression, perhaps with progerin-expressing SMCs secreting altered chemokines to promote vascular remodeling in HGPS.

As progerin has been detected in aged tissues, cells, and atherosclerotic lesions (Scaffidi & Misteli, 2006; McClintock et al, 2007; Olive et al, 2010), there has been significant interest in the idea that progerin-like splicing may contribute to phenotypes of natural aging in addition to driving early aging in HGPS. Indeed, both 2-mo HGPS and 24-mo WT carotid arteries display increased expression of medial LOX and increased circumferential stiffness. However, the axial mechanics of 2-mo male HGPS carotid arteries are mostly intact, whereas 24-mo male WT carotids display clear axial stiffening. This distinction implies that in addition to the common effect of increased LOX abundance, there must also be inherent differences between the early arterial stiffening in HGPS and the late arterial stiffening of normal aging. Interestingly, this distinction in the directionality of arterial stiffening is lost as HGPS progresses; HGPS mice much nearer to the end of their life display axial stiffening (Murtada et al, 2020).

Others have recently reported increased LOX and LOXL2 in old (20–22 mo) versus young (3–4 mo) aortas of WT mice (Steppan et al, 2019). This work complements our findings of increased LOX expression in HGPS carotid arteries, and the joint findings support the idea that increased LOX activity with age is likely to be a general feature of large artery stiffening. However, in our work, LOX, rather than LOXL2, is the major up-regulated arterial LOX family member. We also identified up-regulated levels of LOXL4 mRNA in HGPS. As BAPN is an inhibitor of all LOX isoforms, we cannot exclude a potential role for LOXL4 in arterial stiffening. However, LOXL4 expression levels were much lower than the LOX isoform.

Our immunofluorescence analysis shows that LOX is induced in both the arterial medial and adventitial layers with natural aging whereas its induction is largely restricted to the media in HGPS. Finally, unlike HGPS, the levels of miR-145 are not strongly reduced in aged WT mice. The preferential expression of miR-145 by arterial SMCs (Cheng et al, 2009; Zhang, 2009) could explain why we see a selective effect on medial rather than adventitial LOX in HGPS. Thus, whereas an increase in overall LOX activity is a common feature of arterial stiffening in both natural aging and HGPS, the uncoupling of LOX expression from miR-145, the distinct spatial expression patterns of arterial LOX, and the differences in directional arterial stiffening distinguish natural aging and HGPS. Although we show that LOX levels are not increased in other SMC-containing tissues in HGPS mice (i.e., bladder and intestine), it would be of interest to evaluate LOX and miR-145 expression levels in non–SMC-containing tissues such as the skin, which also displays abnormalities in HGPS (Gonzalo et al, 2016).

Administration of sodium nitrate to HGPS mice (del Campo et al, 2019) and administration of Lonafarnib, a farnesyltransferase inhibitor, to HGPS children reduce arterial stiffness (Gordon et al, 2012, 2018). Furthermore, the reduction in arterial stiffness by lonafarnib was associated with an increased lifespan of HGPS children (Gordon et al, 2018). These studies did not distinguish between effects on axial versus circumferential mechanics, nor are the mechanisms by which nitrate and lonafarnib reduce arterial stiffness fully clear. Nevertheless, these studies and this report collectively indicate that decreasing arterial stiffness could lessen the burden of cardiovascular disease in HGPS. Our results further indicate that targeting circumferential arterial mechanics, potentially though LOX inhibition, may be an important consideration in the development of mechanically inspired therapeutics for HGPS.

## Materials and Methods

### Mice and artery isolation

WT C57BL/6 mice were purchased from Jackson Labs and aged to 24-mo. LMNA^G609G/+^ mice on the C57BL/6 background were generously provided Dr. Carlos Lopez-Otin (Universidad de Oviedo). Mice were genotyped using the following primers: forward: AAGGGGCTGGGAGGACAGAG; and reverse: AGCATGCCATAGGGTGGAAGGA. Mice were fed a chow diet ad libitum. At the appropriate age, the mice were euthanized by CO_2_ asphyxiation, the left carotid artery was immediately removed, stripped of most fat, and used for pressure myography as outlined below. The remaining arteries were perfused in situ with PBS. The right carotid artery was then removed, cleaned in PBS and fixed in either Prefer for paraffin-embedding or TEM fixative (see below). The descending aorta was isolated from the end of the aortic arch to the diaphragm, cleaned as above, and used either for the preparation of RNA (for RT-qPCR and genome-wide analysis) or protein for immunoblotting (see below and Supplemental Data 1). Animal protocols were approved by the University of Pennsylvania Institutional Animal Care and Use Committee. All experiments were performed on male mice unless otherwise specified in the legends.

Supplemental Data 1.

### Biaxial extension–inflation tests using a pressure myograph

Arterial mechanics were determined on a DMT 114P pressure myography with force transducer largely as described (Brankovic et al, 2019). Freshly isolated carotid arteries from WT and HGPS mice (with a mean age of 31 ± 1 d for 1-mo mice, 64 ± 6 d for 2-mo mice, and 726 ± 9 d for 24-mo mice) were secured to 380 μm (outer diameter) cannulas using silk sutures; blood was cleared, and any remaining fat was removed. Once mounted, the arteries were visualized by light microscopy, and the unloaded/unpressurized arterial wall thickness and inner radius was measured at the axial length where the artery transitioned from being bent to straight. Arteries were brought to a stretch of 1.7 and pressurized to 100 mm Hg for 15 min with HBSS. The arteries were then preconditioned by cyclic pressurization three times from 0 to 140 mm Hg in 1-min increments. Unloaded (unstretched and unpressurized) vessel wall thickness and outer diameter were measured in multiple sections after preconditioning and averaged for post-test data analysis.

IVS was determined using force-length tests as described (Ferruzzi et al, 2013; Brankovic et al, 2019). Briefly, the carotid arteries were axially stretched in 10% increments at three constant pressures (90, 120, and 140 mm Hg). Equilibrium force was recorded for each stretch and pressure, and the intersection of the three force–stretch curves was defined as the IVS. Loaded inner radius and wall thickness were determined from pressure-outer diameter tests with samples at their IVS and pressurized in 10-mm Hg (30-s) steps from 0 to 140 mm Hg before returning the artery to 0 mm Hg (Brankovic et al, 2019). This test was performed three times, and the mean of three stress–stretch curves was taken. We confirmed the validity of our IVS determinations by measuring axial force through the circumferential tests, and we excluded samples where axial force varied from the mean by >25% with pressure. Stress–stretch relationships were also analyzed by deriving the tangent modulus. See Supplemental Data 1 for further details of data analysis.

### TEM analysis of collagen structure

Carotid arteries for TEM were fixed overnight at 4°C in 0.1M sodium cacodylate buffer, pH 7.4 containing 2.5% glutaraldehyde and 2.0% paraformaldehyde. After subsequent buffer washes, the samples were post-fixed in 2.0% osmium tetroxide for 1 h at room temperature and rinsed in water before en bloc staining with 2% uranyl acetate. Briefly, after dehydration through a graded ethanol series, the tissue was infiltrated and embedded in EMbed-812 (Electron Microscopy Sciences). Thin cross sections were stained with uranyl acetate and lead citrate and examined with a JEOL 1010 electron microscope fitted with a Hamamatsu digital camera and AMT Advantage image capture software. Images of artery cross sections were taken at increasing magnification; collagen abundance was evaluated as described in Supplemental Data 1.

### In vivo treatment with BAPN

Mixed sex WT and HGPS mice (a mean age of 35 ± 2 d old) were injected peritoneally with BAPN (A3134; 333 mg/kg; Sigma-Aldrich) or an equal volume of vehicle (PBS). BAPN was dissolved in PBS and injected in a volume of 0.2 ml per day until the mice reached 2-mo of age (a mean of 24 ± 2 d of injections). No dramatic alterations in mouse behavior, no changes in appearance, and no weight loss were observed during the injection period. At ∼2-mo of age (a mean of 60 ± 2 d old), the mice were euthanized, carotid arteries were isolated, and unloaded wall thickness and inner radii were determined. The samples were then analyzed by pressure myography as described above. For the echocardiography and invasive hemodynamics experiments, male mice were analyzed between 64 and 75 d of age immediately after a 30-d treatment with BAPN (333 mg/kg as described; [Kothapalli et al, 2012]). Echo and hemodynamics performed by the UPenn Cardiovascular Phenotyping Core. See Supplemental Data 1 for additional echocardiography methods.

### Genome-wide sequencing and analysis

Descending aortas containing the intimal, medial, and adventitial layers were isolated from six 2-mo male WT, six 24-mo WT mice, and six HGPS mice, and RNA was extracted using the RNeasy Plus Micro kit (74034; QIAGEN). The high-throughput library was prepared using the truSeq stranded total RNA (ribo-Zero) kit (20037135; Illumina). Paired end sequencing was performed on a HiSeq4000 Sequencing System (Illumina) and generated 14–30 million reads/sample.

Raw sequence files were mapped to the genome with using salmon (https://combine-lab.github.io/salmon/) against the mouse transcripts described in genecode (version M23, built on the mouse genome GRCm38.p6, https://www.gencodegenes.org). Transcript counts were summarized to the gene level using tximport (https://bioconductor.org/packages/release/bioc/html/tximport.html), and normalized and tested for differential expression using DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). Sequence files can be found under GEO ascension number GSE165409. The normalized values for the 300 genes with the highest variance across all samples were imported into Partek Genomics Suite (v7, Partek, Inc.) for principal component analysis.

DEGs having a 1.5× fold change and adjusted *P*-values of <0.001 were subjected to gene ontology analysis (GO cellular component) using DAVID (https://david.ncifcrf.gov/home.jsp) and a core analysis with IPA. Default settings were used for all other core analysis parameters. The core analysis included the prioritization of upstream regulators based on enrichment of a regulator’s target gene set in the set of DEGs. For each regulator, IPA tested the directionality of each of the genes in the overlap to infer an activation or inactivation of the regulator (Z-score). We defined putative upstream regulators of DEGs as those having Z-scores >1.75 (activated) or <−1.75 (inhibited). This set of upstream regulators was then filtered to identify those classified by IPA as either transcription regulators (including transcription factors and epigenetic regulators) or microRNAs (miRs).

The list of transcription regulators categorized by IPA as either being in an activated or inhibited state (positive or negative Z-scores, respectively) was compared with the transcriptional regulators of LOX present in the IPA database. The overlapping gene set was individually examined to determine if its proposed activation or inhibition state correctly corresponded to the experimental up-regulation of LOX we observed in HGPS. We also checked for the specificity of upstream regulator effect on the LOX gene. These comparisons allowed us to assess the appropriateness of the IPA-proposed transcription regulator relationship. The list of 10 miRs identified by IPA is categorized as being in an inhibited activation state in HGPS (negative Z-scores). The entire miR list was therefore compared with the list of miRs targeting mouse LOX as determined by TargetScan (www.targetscan.org).

### Statistical analysis

Statistical analysis was performed using Prism software (GraphPad). For the pressure myography experiments, differences in inner radius, wall thickness, axial stress and circumferential stretch at pressure-matched points were compared by age, genotype, or response to BAPN across the entire curves and analyzed by two-way ANOVA relative to the relevant 2-mo WT control. For other mouse experiments and for all studies with isolated cells, ANOVAs were used for multiple comparisons, and two-tailed Mann–Whitney tests were used to compare two datasets. Statistical significance for all graphs is demarcated by *(*P* < 0.05), **(*P* < 0.01), ***(*P* < 0.001). Box plots show Tukey whiskers.

## Data Availability

The expression profiling by high-throughput sequencing from this publication has been deposited to the GEO database (https://www.ncbi.nlm.nih.gov/geo) and assigned the identifier GSE165409.

## Supplementary Material

Reviewer comments

# Supplementary material for: Arterial stiffness and cardiac dysfunction in Hutchinson–Gilford Progeria Syndrome corrected by inhibition of lysyl oxidase
**Source:** Life Sci Alliance. 2021 Mar 9;4(5):e202000997. doi: 10.26508/lsa.202000997
**Supplement:** Supplementary file 1

**Supplemental Methods**

*Carotid artery and aorta immunostaining and histologic analysis.* Isolated arteries were fixed after excision in Prefer (Anatech #414), embedded in paraffin, and 5-µm cross sections were stained. Paraffin-embedded sections (5 µm) of freshly isolated carotid arteries or descending aortas were deparaffinized and hydrated before antigen unmasking (Vector Labs, H3300). Carotid or aortic cross sections were washed in PBS three times before blocking with 2% BSA in PBS for 15 min, incubated overnight at 4^o^C with antibodies directed to p16^INK4A^ (Proteintech, 10883-1-AP; 1:50 dilution), collagen-I (Southern Biotech, 1310-01; 1:400 dilution), collagen-III (Proteintech, 22734-1-AP; 1:400 dilution), collagen-V (Abcam, ab7046; 1:250 dilution), and LOX (Santa-Cruz, sc32409 selective for the LOX isoform; 1:50 dilution). Replicate sections were incubated in parallel with isotype-matched control antibodies. All samples were washed three time with PBS before incubation with a 1:100 dilution of Alexa 594-conjugated isotype-matched secondary antibody (Lifetech donkey anti-goat A11058 or Invitrogen Goat anti-rabbit A11012) for two hours at room temperature. Sections were then washed three times in PBS followed by addition of Dapi (1:1000 dilution in PBS). Slides were briefly washed in PBS and then water before mounting with SlowFade Gold (Thermo, S36936). Results were visualized with a Nikon Eclipse 80i microscope with a QI-Click Qimaging camera. Carotid arteries were imaged at 20x magnification.

Images were quantified using ImageJ. The media of each section was traced using the polygon drawing tool, and its raw integrated intensity was divided by the area of the outlined media to obtain relative fluorescence intensity. The procedure was then repeated for the adventitial layer. Relative fluorescence intensity values were then plotted relative to the mean fluorescence intensity value of the corresponding WT control. Fluorescent intensity values were passed through a Grubbs’ test. Background intensity, as determined from the isotype-matched control antibodies, was negligible (see Fig S5). Results are presented as box plots with Tukey whiskers.

Staining with Hematoxylin (Fisher, SH30-500D) and Eosin (Fisher, SE22-500D) was performed using standard procedures. Apoptosis was determined by immunostaining for cleaved caspase-3 (Cell Signaling Technologies SignalStain Apoptosis IHC Detection kit, #12692S) according to manufactures instructions with tumor xenograft sections as positive controls. To determine calcium deposition, deparaffinized and hydrated sections were incubated with a 5% solution of Alizarin Red S (Sigma, A5533) pH 4.2 for 30 minutes, with calcified bone tissue as positive control. Arterial elastin layers were visualized by autofluorescence using a cyan filter on a Nikon Eclipse 80i Fluorescence microscope.

*Quantification of collagen within elastin folds.* TEM images of vehicle (PBS)-treated or untreated WT and HGPS carotid arteries were taken at 7500 x magnification to visualize the elastin folds (Fig S5; A1). The folds were defined as areas where the elastin invaginates, creating a roughly parabolic shape (Fig. S5; A2). Using the polygon Selection Tool in ImageJ, an area was defined by continuously tracing along the two sides of the parabolic shape; that region was then enclosed by connecting the two apexes with a straight line (Fig. S5; A3). This area was added to the ROI Manager to calculate total area of the elastin fold. To calculate the area within the fold containing collagen, the Paintbrush Tool was used to manually black-out areas containing collagen fibers (Fig. S5; A4). The painted area was isolated with the Threshold Tool (Fig. S5; A5) and added to the ROI manager (Fig. S5; A6). The ratio of collagen/total areas was defined as percent collagen in the elastin fold.

*RT-qPCR of mRNAs and miRs*. Descending aortas from 2-month WT and HGPS mice were isolated and stripped of adventitia. The adventitial and remaining medial/intimal (referred to as medial tissue in the text) tissues were stored separately in RNAlater (Qiagen) at -80^o^C for subsequent analysis. To strip adventitia from the aorta, a cleaned isolated aorta was incubated in 1 mg/ml Type 2 collagenase (Worthington Biochem, LS004174) in Hanks Balanced Salt Solution (Lifetech, 14170-112) for 10 minutes at 37^o^C. The adventitial layer was carefully peeled off before storing the aorta (intimal/medial and adventitial layers separately) in RNAlater. Total RNA was isolated with the RNeasy Fibrous Tissue Mini Kit (Qiagen) according to manufacturer's instructions and using 0.3 ml buffer RLT per aorta. Reverse transcription reactions contained 200-500 ng of total RNA. RNA was extracted from cultures of primary SMCs with TRIzol reagent (Thermofisher 15596026) according to manufacturer’s instruction. microRNA was reverse transcribed from total RNA using the TaqMan microRNA reverse transcription kit (ABI 4366596).

Ten to fifteen percent of the cDNA was subjected to qPCR with the following primer-probe sets from Applied Biosystems: Col1a1 (Mm00801666_g1), Col3a1 (Mm00802300_m1), Col5a1 (Mm00489299_m1); LOX (Mm00495386_m1), LOXL1 (Mm01145738_m1), LOXL2 (Mm00804740), LOXL3 (Mm01184865_m1), LOXL4 (Mm00446385), has-miR-145 (TM: 002278), SnoRNA202 (TM:001232). The primer-probe set for 18S rRNA has been described (16). qPCR samples were analyzed in duplicates. Levels of each tested transcript were normalized to 18S rRNA (for mRNA) or SnoRNA202 (for miRNA), and changes in RNA abundance were calculated using the ddCT method.

*Immunoblotting*. Intact descending aortas (consisting of the adventitia, media and intima) that had been stored in RNAlater (Thermo-Fisher) were chopped into small pieces and sonicated in lysis buffer (50mM Tris-HCl pH8, 250mM NaCl, 2mM EDTA, 1%NP40) containing protease inhibitors (Cell Signaling Technologies 5872S). Lysates were centrifuged for 5 min (4^o^C, 15,000 rpm), and the supernatants were diluted into SDS sample buffer (final concentration of 2% SDS, 10% glycerol, 50mM Tris pH 6.8, 0.01% Bromphenol blue, 1% β-mercaptoethanol) and analyzed by immunoblotting after SDS-PAGE. Approximately 20-30 μg protein was fractionated per sample on an 8% polyacrylamide gel. Lamin A (protein tech 10298), and Focal Adhesion Kinase (BD Transduction Labs 610088), and Lysyl Oxidase (abcam ab31238) antibodies were used at a 1:300 dilution.

*Lysyl Oxidase Activity Assay.* Intact descending aortas were isolated, flash frozen in liquid nitrogen and stored at -80^o^C prior to the analysis of LOX activity. Thawed aortas were chopped into small pieces and sonicated in 0.2ml PBS three times for 15-20 seconds each and stored immediately on ice. Lysates were centrifuged at 14,000 x *g* for 5 min, and 50 μl of each supernatant was analyzed using the Abcam Lysyl oxidase activity assay kit (ab112139) according to manufacturer’s instructions. Samples were run in technical duplicates. Relative fluorescent intensity values were normalized to the total protein concentration of each lysate as determined using BioRad protein concentration reagent (Biorad 5000006).

*Myograph data analysis.* Measurements of intraluminal pressure, force, and outer diameter were converted into stress-stretch curves using equations 1–4 where *l* and *L*=loaded and unloaded vessel lengths, respectively (µm), *a_i_* and *A_i_*=loaded and unloaded inner radii, respectively (µm), *a_o_* and *A_o_*=loaded and unloaded outer radii, respectively (µm), *h* and *H* = loaded and unloaded vessel wall thickness, respectively (µm), *P*= intraluminal pressure (mm Hg), and *f_T_*=axial force (nN). Vessel wall thickness was calculated in the post-test analysis as described (15) with the standard assumption that the sample was incompressible.

Equation 1: Axial stretch $(\text{λ}_{\text{z}}\text{)=}\frac{\text{l}}{\text{L}}$

Equation 2: Axial stress $(\text{σ}_{\text{z}}\text{)=}\text{ }\frac{\text{P}\text{a}^{\text{2}}\text{π + }\text{f}_{\text{T}}}{\text{πh(2a + h)}}$

Equation 3: Circumferential stretch $(\text{λ}_{\text{θ}}\text{)=}\frac{\text{a + h/2}}{\text{A + H/2}}$

Equation 4: Circumferential stress $(\text{σ}_{\text{θ}}\text{)=}\frac{\text{Pa}\text{i}}{\text{h}}$

Axial stress-stretch curves show means ± SD. Circumferential stress-stretch curves as well as inner radius and wall thickness results were determined from triplicate determinations per sample and are therefore presented as means ± SE.

To estimate tissue stiffness, axial and unloaded circumferential stresses and stretches for each tested vessel were fit to an exponential function (y=a^bx^) using Matlab (R2020a, Curve Fitting Tool). The derivative of each vessels exponential fit was then used to plot the tangent modulus as a function of stretch for each individual vessel. Tangent modulus values were passed through the Grubbs’ test and one mouse was eliminated as an outlier. These results were then averaged and plotted as the tangent modulus graphs. The adjusted R^2^ values identified in MatLab for each fit were assessed to be greater than 0.95 in order to be included in the mean tangent modulus curves.

*Echocardiography*. Ultrasound examination of the left ventricle was performed using a Fujifilm VisualSonics Ultrasound System (VisualSonics Inc, Toronto, ON, Canada) and using MS400 (18-38 MHZ) transducer. Mice were lightly anesthetized with an i.p. injection of 0.005 ml/g of 2% Avertin (2,2,2-Tribromoethanol, Sigma-Aldrich, St. Louis, MO). Hair was removed from the anterior chest using chemical hair remover (Nair), and the animals were placed on a warming pad in a left lateral decubitus position to maintain normothermia (37°C), monitored by a rectal thermometer. Ultrasound gel was applied to the chest. Care was taken to maintain adequate contact while avoiding excessive pressure on the chest. Left ventricular (LV) systolic function: Two-dimensional long-axis, short-axis M-Mode images were obtained. LV diastolic function: Transmitral inflow pattern and tissue Doppler were obtained in modified 4 chamber apical view. After completion of the imaging studies, mice were allowed to recover from anesthesia and returned to their cages. M Mode Images were analyzed for LV structure and function related parameters and Pulse wave and tissue Doppler images were analyzed for diastolic function related parameters using Vevo Lab software (Visual Sonics Inc, Toronto, ON, Canada).

*Aortic Catheterization*. Closed-chest cardiac catheterization was performed under isoflurane (1.5-4%) by ligating the right carotid artery and advancing a 1F Millar catheter (SPR-1000) into the ascending aorta, where it was secured. Measurements were taken using Millar MPVS Ultra and ADInstruments LabChart for approximately 5 minutes after catheter insertion. The temperature of the animal was maintained between 36.5-37.5 degrees Celsius.

*Cell culture, viral infection and RNAi*. Primary mouse SMCs were isolated from the descending aortas of 2-month old WT and HGPS male mice and prepared by explant culture as described (16). SMCs were cultured in growth medium [1:1 Dulbecco’s modified Eagle’s medium (DMEM)/Ham’s F-12 supplemented with 2mM L-glutamine and 20mM HEPES, pH7.4] with 20% FBS. Cells were passaged at near confluence with trypsin/EDTA and used between passages 2-4. Near confluent, asynchronous SMCs were infected with adenoviruses encoding LacZ (control) or miR-145 (AdmiRa-has-miR-145-5p; ABM #mh0185) at a MOI of 600 in growth medium and incubated overnight. The cells were incubated for 72 hours in fresh growth medium before sample collection. Infection efficiency of the miR-145 adenovirus was ~70% as determined by expression of co-transcribed GFP. siRNA-mediated knock-down of Lamin A in near-confluent WT SMCs was performed using Lipofectamine RNAiMAX Transfection Reagent (Thermofisher #13778100) in OPTI-MEM with final siRNA concentrations of 150 nM (Thermofisher siRNA ID #s69252, #s69253, #s69254). A non-specific siRNA (Ambion 4390843) was used as control. After 4 hours of siRNA transfection, cells were switched to fresh growth medium. Total RNA or protein was collected 72 hours after transfection using TRIzol reagent (for RNA analysis) or immunoblotting lysis buffer (see above), respectively.

**Supplemental References:**

1. Engström K, Willén H, Kåbjön-Gustafsson C, Andersson C, Olsson M, Göransson M, Järnum S, Olofsson A, Warnhammar E, aman P. The myxoid/round cell liposarcoma fusion oncogene FUS-DDIT3 and the normal DDIT3 induce a liposarcoma phenotype in transfected human fibrosarcoma cells. Am J Pathol. 2006. 168:1642-53.

2. Johnston IM, Spence HJ, Winnie JN, McGarry L, Vass JK, Meagher L, Stapleton G, Ozanne BW. Regulation of a multigenic invasion programme by the transcription factor, AP-1: re-expression of a down-regulated gene, TSC-36, inhibits invasion. Oncogene. 2000. 19:5348-58

3. Adamopoulos, C., Piperi, C., Gargalionis, A. N., Dalagiorgou, G., Spilioti, E., Korkolopoulou, P., … Papavassiliou, A. G. (2016). Advanced glycation end products upregulate lysyl oxidase and endothelin-1 in human aortic endothelial cells via parallel activation of ERK1/2-NF-κB and JNK-AP-1 signaling pathways. *Cellular and Molecular Life Sciences*, *73*(8), 1685–1698.

4. Tenti, P., & Vannucci, L. (2020, February 1). Lysyl oxidases: linking structures and immunity in the tumor microenvironment. *Cancer Immunology, Immunotherapy*. Springer.

5. O'Connell BC, Cheung AF, Simkevich CP, Tam W, Ren X, Mateyak MK, Sedivy JM. A large scale genetic analysis of c-Myc-regulated gene expression patterns. J Biol Chem. 2003. 278:12563-73.

6. Bogachek MV, Chen Y, Kulak MV, Woodfield GW, Cyr AR, Park JM, Spanheimer PM, Li Y, Li T, Weigel RJ. Sumoylation pathway is required to maintain the basal breast cancer subtype. Cancer Cell. 2014. 25:748-61.

7. Cai Y, Balli D, Ustiyan V, Fulford L, Hiller A, Misetic V, Zhang Y, Paluch AM, Waltz SE, Kasper S, Kalin TV. Foxm1 expression in prostate epithelial cells is essential for prostate carcinogenesis. J Biol Chem. 2013. 288:22527-41.

8. Park HJ, Gusarova G, Wang Z, Carr JR, Li J, Kim KH, Qiu J, Park YD, Williamson PR, Hay N, Tyner AL, Lau LF, Costa RH, Raychaudhuri P. Deregulation of FoxM1b leads to tumour metastasis. EMBO Mol Med. 2011. 3:21-34.

9. Wang V, Davis DA, Haque M, Huang LE, Yarchoan R. Differential gene up-regulation by hypoxia-inducible factor-1alpha and hypoxia-inducible factor-2alpha in HEK293T cells. Cancer Res. 2005. 65:3299-306.

10. Elvidge GP, Glenny L, Appelhoff RJ, Ratcliffe PJ, Ragoussis J, Gleadle JM. Concordant regulation of gene expression by hypoxia and 2-oxoglutarate-dependent dioxygenase inhibition: the role of HIF-1alpha, HIF-2alpha, and other pathways. J Biol Chem. 2006. 281:15215-26.

11. Schietke R, Warnecke C, Wacker I, Schödel J, Mole DR, Campean V, Amann K, Goppelt-Struebe M, Behrens J, Eckardt KU, Wiesener MS. The lysyl oxidases LOX and LOXL2 are necessary and sufficient to repress E-cadherin in hypoxia: insights into cellular transformation processes mediated by HIF-1. J Biol Chem. 2010. 285:6658-69.

12. Pawlus MR, Wang L, Hu CJ. STAT3 and HIF1α cooperatively activate HIF1 target genes in MDA-MB-231 and RCC4 cells. Oncogene. 2014. 33:1670-9.

13. Mathison A, Grzenda A, Lomberk G, Velez G, Buttar N, Tietz P, Hendrickson H, Liebl A, Xiong YY, Gores G, Fernandez-Zapico M, Larusso NF, Faubion W, Shah VH, Urrutia R. Role for Krüppel-like transcription factor 11 in mesenchymal cell function and fibrosis. PLoS One. 2013. 8:e75311.

14. Klein EA, Yung Y, Castagnino P, Kothapalli D & Assoian RK. Cell Adhesion, Cellular Tension, and Cell Cycle Control. In *Methods in enzymology*. 2007. pp.155–175.

15. Brankovic S, Hawthorne EA, Yu X, Zhang Y & Assoian RK. MMP12 preferentially attenuates axial stiffening of aging arteries. *J. Biomech. Eng.* 2019.

16. Cuff CA, Kothapalli D, Azonobi I, Chun S, Zhang Y, Belkin R, Yeh C, Secreto A, Assoian RK, Rader DJ & Puré E. The adhesion receptor CD44 promotes atherosclerosis by mediating inflammatory cell recruitment and vascular cell activation. *J. Clin. Invest.* 2001. 108, 1031–1040.

How the deposited data were processed for this re-analysis (not part of the article)

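RNA of whole descending aortas was measured in 18 mice: 6 HGPS mice and 6 WT mice at 2 mo, and 6 WT mice at 24 mo. Groups and replicate numbers were taken from the sample labels and the Methods, and same-numbered mice of different groups are different animals. One of the 2-mo WT mice is 95 d old by its label.

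The authors assigned paired-end reads to GENCODE M23 transcripts of GRCm38.p6 with salmon, summed the estimated counts per gene with tximport and deposited them as whole numbers for 54281 genes, without normalization. Whether the whole numbers come from rounding is not stated. Their own testing used DESeq2. The totals ranged from 12413229 to 30844775 counts per mouse. No column was left without a sample. Gene symbols, coordinates, transcript lengths and 3′ UTRs were taken from GENCODE M21, which is built on the same genome assembly as the authors' release, and 54107 of the identifiers were found in it.

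From the deposited estimated counts, genes with at least 10 counts in at least 6 mice were kept, which left 15210. They were normalized with TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3), with all 3 groups in one fit and 15 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over the genes tested. A standard error is the log2 fold change divided by the square root of the F statistic. Genes were called at a 1.5-fold change and an adjusted p under 0.001, as in the paper, and at a log2 fold change of 0.8 and an adjusted p under 0.0001, as in Fig S14A. Changes in both directions were counted. Principal components used log2 CPM (prior count 2) of the 300 genes of highest variance, centred and not scaled. Lists of extracellular matrix genes, respiratory chain genes and marker genes of 12 cell types were written before the data were examined. The share of a list that was called was compared with all other tested genes by two-sided Fisher's exact tests, and limma's camera (limma 3.58.1, inter-gene correlation 0.01) tested a common direction. A marker score is the mean log2 CPM of the tested genes of a set, compared between 6 and 6 mice by two-sided exact permutation tests and adjusted over the sets.

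The genes named were fixed by a rule before the data were examined: the genes that the paper names, and in each comparison the 5 largest rises and 5 largest falls among called genes whose groups did not overlap and whose mean count was at least 100. Matrix genes beyond these were named after their values were seen. Alternatives covered DESeq2 1.42.0, other normalizations and count filters, the replicate number as a block, the 2 groups alone, each mouse left out in turn, marker scores or age as covariates, other thresholds and other inputs of the principal components. The closing section gives their effect.

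The fits were tested on simulated counts drawn from the real means, dispersions and library sizes. Of 200 genes changed by known folds among 15210, edgeR's fit recovered 90% at the cut-offs with 1 call among the unchanged genes, and DESeq2's 94.5% with 3. The changed genes were drawn from well-counted genes only. Their folds were all larger than the 1.5-fold cut-off and than the rise of Lox. Recovery of smaller changes or of genes with low counts was not tested. In a comparison with no simulated change, 5.10% of genes had an unadjusted p under 0.05.

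Not run here were the IPA, DAVID and TargetScan analyses, which rest on databases outside the files. The immunostaining, RT-qPCR and mechanical experiments were not analysed here.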

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

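The test of brown fat RNA as a source of the respiratory chain difference was chosen only after the result was seen, and the other tests in this part were set before their results were seen.

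The paper reports the 24-mo WT libraries for the principal components and for Lox. At its cut-offs for HGPS, 304 genes differed between 24-mo and 2-mo WT aortas, 195 higher and 109 lower at 24 mo, and 295 of them had groups that were apart (6.28% of all tested genes were, where chance gives 0.216%). Of the 32 splits of the 12 mice that part every same-numbered pair, 1 gave as many genes, the real one. In 68 other splits, which keep some same-numbered pair together, the count was never as large. With every library thinned to the smallest total, 289 genes passed. Library size therefore does not account for the count. GC content, gene length and batches were not tested in this comparison, so no biological reading is made. Among called genes with a mean of at least 100 counts whose groups were apart, the largest rises were Sphkap at a log2 fold change of 4.06, Nfasc at 4.05, Igfbp2 at 3.97, Tnnt2 at 3.19 and Sbspon at 2.70, and the largest falls Galnt6 at -2.48, Bche at -2.22, Nrep at -1.76, Itm2a at -1.73 and Col3a1 at -1.66.

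Marker genes of 12 cell types were scored as mean log2 CPM, a signal that the paper does not analyse. Between HGPS and 2-mo WT, 7 sets differed: brown fat by 2.30 (exact permutation test, adjusted p = 0.0104), cell cycle by 1.43, white fat by 1.25 (adjusted p = 0.0216), macrophage by 1.05, nerve by 0.21 (adjusted p = 0.0260), fibroblast by -0.34 and smooth muscle by -0.62. The cell cycle, macrophage, fibroblast and smooth muscle sets had groups fully apart (unadjusted p = 0.00216, adjusted p = 0.00649). Between 24-mo and 2-mo WT, 3 sets differed: nerve by 0.49, skeletal muscle by 0.47 (adjusted p = 0.0433) and fibroblast by -0.29 (adjusted p = 0.0130 for nerve and fibroblast). With the median of the markers in place of the mean, the nerve set in both comparisons and the skeletal muscle set at 24 mo were no longer past an adjusted p of 0.05, and the skeletal muscle set became so in HGPS (difference 0.53, adjusted p = 0.0297).

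The fat sets point to tissue left around the aorta as one candidate source. Among mice of the same group the respiratory chain score rose with the brown fat score (Pearson r = 0.79, permutation p = 2e-05, Spearman rho = 0.83, permutation p = 0.00023, 18 mice, deviations from group means, and r = 0.76 without the 2 mice farthest from the median). The slope within groups gave 67.5% of the difference in the respiratory chain score between HGPS and 2-mo WT, and the difference after the slope was removed was 0.19 instead of 0.58 (exact permutation test, p = 0.0519 and 0.00433). No other relation between scores was computed. Lists matched on mean expression had as large a share of changed genes in 0 of 10000 draws (highest 20.5%), so high counts do not account for the rise. As large a share came from 1 of 32 splits, the real one, but the others called no gene at all, so this count cannot tell whether the share comes from the way the mice were split. RNA of brown fat in the dissection remains a candidate explanation for most of it, and whether HGPS changes the fat itself or how much of it stayed on the vessel cannot be told from whole aorta.

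The lower smooth muscle score could be a dilution by RNA of other cells, in which case the endothelial score would fall with it. The smooth muscle score minus the endothelium score differed between HGPS and 2-mo WT by -0.74 (exact permutation test, p = 0.00433). An equal dilution of both sets thus did not account for the lower smooth muscle score. The test rests on the endothelial markers being diluted equally. The fibroblast score fell too (-0.34), so a dilution that the endothelial markers do not follow remains open. No further explanation was tested for the cell cycle, macrophage, fibroblast and nerve sets.

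Among 168 groups of 6 mice, 7 had a single mouse far from the others, where chance gives about 8.4. Of the 2-mo WT mice, replicate 6, the mouse that is 95 d old by its label, was far from the other 5 in Eln (11.6 log2 CPM against 12.4 to 12.6) and Ddit3 (4.05 against 3.44 to 3.62). Replicate 3 had a skeletal muscle score of 0.215 (the other 5 from 0.765 to 0.978). In HGPS, replicate 6 was high in Col5a1 (9.44 against 8.66 to 8.90) and low in Ky (1.73 against 2.74 to 3.28), replicate 4 high in Hif1a (8.45 against 8.26 to 8.30) and replicate 5 high in Tppp3 (5.41 against 5.00 to 5.09). The number is what chance gives, and no explanation was tested for single mice. The 95-d-old mouse also lay nearest the 24-mo WT mice in most of the named genes with the largest changes at that age. It was highest of the 2-mo WT mice in Sphkap (17.7 CPM), Nfasc, Igfbp2 and Tnnt2. It was lowest in Galnt6, Nrep, Itm2a, Col3a1 (6075 CPM) and Lox (369 CPM). Sbspon, Bche, Col1a1, Col1a2 and Col5a1 did not follow. Whether part of the difference between the WT ages arises this early cannot be told from a single mouse.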

How the results depend on the processing

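Lox kept its direction in both comparisons. It stayed past an adjusted p of 0.001, with log2 fold changes from 0.73 to 0.91 in HGPS and from -0.99 to -0.88 in 24-mo WT, over the tests, normalizations, count filters and fits tried, except with smooth muscle and fibroblast scores as covariates (0.73 with an adjusted p of 0.472, and -0.83 with 0.00635). After the trend with transcript length was removed it was 0.92 in HGPS. With each mouse left out in turn they ran from 0.80 to 0.91 and from -0.98 to -0.88. The share of variance between groups ran from 37.2% to 59.9% over the inputs tried, each with a permutation p under 0.05. The match of regulators with their z-scores ran from 59.1% to 78.3%, and from 61.2% to 63.8% with each mouse left out. The RLE and upper-quartile normalizations and both other count filters kept every count of genes within 1.5 times.

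Counts of genes moved with the test and its cut-offs. For HGPS, the main count of 1445 became 2742 at an adjusted p under 0.05 and 143 with glmTreat. For 24-mo WT, the 304 genes became 481 with DESeq2, 812 at an adjusted p under 0.05 and 74 with glmTreat. The 497 genes at the cut-offs of Fig S14A became 987, 1751 and 26 in that order, and the 42 genes changed the same way in both comparisons became 92, 226 and 5. The cause was not tested.

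Settings chosen after seeing the data gave 2401 genes for HGPS in edgeR without a cut-off on the fold change. DESeq2 without a count filter gave, for HGPS, 3436 genes without that cut-off at an adjusted p under 0.001, 3032 with it at an adjusted p under 0.05, 3400 under 0.1 and 4986 under 0.01 without the cut-off on the fold change. For 24-mo WT these were 778, 985, 1224 and 1247, with 489 at the main cut-offs and 474 with only the 2 groups fitted. In both comparisons in the same direction they were 159, 274, 396 and 334, with 89 and 93. At the cut-offs of Fig S14A they were 987 and 1095.

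The brown fat and skeletal muscle scores as covariates left 314 genes for HGPS, 54 at the cut-offs of Fig S14A, 153 for 24-mo WT and 11 in both. The matrix list fell to 4.12% (Fisher's exact test, p = 0.0912), and the respiratory chain list to 0% (p = 0.414), where 28 of its genes had an unadjusted p under 0.05. Eln in HGPS turned to -0.21 and Klf11 to 0.22, neither past an adjusted p of 0.001 under any setting, and 9 other results for single genes were no longer past it. With DESeq2, 4 became so. The brown fat score itself differs between HGPS and 2-mo WT, so such a fit also removes part of any effect of HGPS that goes along with it, and the cause was not separated further.

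The share of respiratory chain genes was 12.8% with only the 2 groups fitted (Fisher's exact test, p = 0.329) and 7.69% with age in days as a covariate among the 2-mo mice, below that of other genes. The camera test of a common direction, a test across genes and not exact, gave p = 0.266 for the matrix list, whose genes changed both ways, and p = 3.86e-17 toward higher expression for the respiratory chain list. The first principal component held 31.4% with 1000 genes, 32.1% with all tested genes, 31.3% with scaled genes and 47.3% with the variance-stabilizing transformation, and 51.4% and 52.3% with linear normalized counts, scaled and not scaled, which were chosen after seeing the data. With the median over markers, 1 set in place of 3 differed in 24-mo WT, and the endothelium difference in HGPS turned to -0.058, not past the threshold either way.

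With each mouse left out in turn, the counts ran from 1136 to 1608 for HGPS, from 330 to 542 at the cut-offs of Fig S14A, from 230 to 303 for 24-mo WT and from 22 to 45 in both. The matrix list ran from 18.8% to 25.3% and the respiratory chain list from 12.8% to 55.1%. Eln in HGPS ran from -0.092, without the 95-d-old 2-mo WT mouse, to 0.095.

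Same-numbered mice are different animals, and the mean correlation of their deviations from the group means was -0.00875. With the replicate number as a block (a paired fit), 1265 genes were called for HGPS, 353 at the cut-offs of Fig S14A, 219 for 24-mo WT and 26 in both, and Lox was 0.85 and -0.94.

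Cdkn2a, at 26 counts in all 18 mice, and Tfap2c, at 1 count, were below the count filter and had no test. Whether depth or low expression keeps them there was not examined.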

Differences from the paper's values

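The paper states nearly 4000 differentially expressed genes between HGPS and 2-mo WT at its cut-offs, and edgeR's quasi-likelihood test gave 1445. Of the alternatives set before the data were examined, the adjusted p under 0.05 with the same fold change (2742 genes) came within 1.5 times of the paper's number. The others did not, with DESeq2 at 1923, the replicate block at 1265, the fat and muscle scores at 314 and glmTreat at 143 among them. Among the settings chosen after seeing the values, DESeq2 without a count filter gave 1908 genes at the paper's cut-offs, and 2051 with only the 2 groups fitted, neither within 1.5 times of the paper's number. It came within 1.5 times of it without the cut-off on the fold change (3436 genes at an adjusted p under 0.001 and 4986 under 0.01) and with that cut-off at an adjusted p under 0.05 (3032) and under 0.1 (3400).

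The first principal component holds about 52% of the variance in Fig S13A, read by eye, and 27.8% here. DESeq2's variance-stabilizing transformation, set before the data were examined, gave 47.3% and was within 1.5 times of it. The other inputs set before the data were examined gave 26.5% to 32.1% and were not. Linear normalized counts of the 300 genes of highest variance, scaled to unit variance, gave 51.4%, and unscaled 52.3%, and both were chosen after seeing the values. The second component holds about 15% in Fig S13A, read by eye. It held 15.3% with the scaled counts and 27.5% with the unscaled counts, so the unscaled input missed it.

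The paper describes Lox mRNA as little changed between 2-mo and 24-mo WT aortas, and its log2 fold change here was -0.94, with all 6 24-mo mice below all 6 2-mo mice. Fig S13C shows about 0.52 for this fold change, read by eye, against 0.523 here. The paper also measured LOX mRNA of aortas by RT-qPCR and found the change with age not significant. That assay was not analysed here, so the difference between the 2 assays stays open. The paper states that the miR-145 target sequence is missing from the LOX family members without a strong increase, and the 7-base site was found 1 time in the annotated 3′ UTR of mouse Loxl1, at base 750. For the genes tested in SMCs, the text of the paper describes selection by at least the fold change of LOX, without naming them. The legend of Fig S14B describes a similar or greater induction. Flt1, taken here to be among these genes, had a log2 fold change of 0.81 against 0.85 for Lox. That difference is smaller than either standard error. With brown fat and skeletal muscle scores as covariates Flt1 was at 0.75 and Lox at 0.73, and in 5 of the 18 fits that each left out 1 mouse Flt1 was at least at the value of Lox, for instance at 0.85 against 0.81 without the 95-d-old 2-mo WT mouse. Table S3 lists Fos as inhibited, while the paper's z-score in Table S2 is 2.23 and the Fos mRNA here had a log2 fold change of -1.59 with an adjusted p of 0.0504.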

Other observations

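The tests of a batch with sets of 3 HGPS mice, of Lox against the collagen and elastin genes, of its normalization, and of pseudogenes among the variable genes were chosen only after the result was seen.

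The genes called in HGPS were tested for technical sources. Of the 32 splits of the 12 mice that part every same-numbered pair, 1 gave as many genes at the paper's cut-offs and 1 at those of Fig S14A, the real one in each case. In 68 further splits that keep some pair together the count was never as large. With all libraries thinned to the smallest total 1372 genes passed, and after the trend with GC content or with transcript length was removed from each library 1525 and 1353 passed. Within 10 Mb of Lmna, on whose chromosome the altered allele lies, were 30 of the called genes, or 2.08%, which is 12.2% of the tested genes there against 9.46% elsewhere (two-sided Fisher's exact test, p = 0.153). Nnt, which was chosen in advance because a C57BL/6 substrain lacks part of it, had a log2 fold change of -0.44 (adjusted p = 0.0573) and overlapping groups. The sample names number HGPS mice 4 to 6 next to the 2-mo WT mice. The median size of the log2 fold change over the called genes was 0.84 with HGPS mice 4 to 6 and 0.98 with HGPS mice 1 to 3, a ratio of 0.858. These genes were chosen with all 6 HGPS mice, so both sets of mice had to show the change and the ratio cannot decide. With genes not chosen beforehand, 559 were called with HGPS mice 4 to 6 alone against the 2-mo WT mice and 1520 with mice 1 to 3 alone, a ratio of 0.368, under the 0.5 set as the criterion. Of the 20 sets of 3 HGPS mice, mice 1 to 3 gave the most and 4 sets gave as few as mice 4 to 6, themselves included. The low counts did not extend to mouse 6. With 2 of mice 1 to 3, mouse 6 gave 1187 to 1443 genes, mouse 5 gave 843 to 1038 and mouse 4 gave 604 to 737. The main count fell to 1199 without mouse 6 and rose to 1608 without mouse 4 and 1465 without mouse 5. These values argue against a batch that all of mice 4 to 6 share with the 2-mo WT mice, though they rest on mouse 6 alone. The genes still called with mice 4 to 6 also could not come from such a batch. For mice 4 and 5, a batch shared with the 2-mo WT mice remains a candidate explanation for part of the count. A lower fat content of these mice is another. Mice 4 and 5 had the lowest brown fat scores in HGPS (3.98 and 4.51), against 5.08 to 6.03 in the other HGPS mice. Their white fat scores were 5.60 and 5.55, against 6.56 to 6.91. In both scores mouse 6 was on the side of mice 1 to 3. The 2 explanations were not separated. A batch parting all HGPS from all WT mice cannot be tested. None of the other sources accounts for the count. The fat content of the dissections, described above, remains a candidate explanation for part of it, since 314 genes passed with the fat and muscle scores as covariates.

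The matrix list kept a larger share of called genes than lists matched on mean expression, of which 0 of 10000 reached it (highest 22.9%). As large a share came from 1 of 32 splits, the real one, but the others called no gene at all and could not have given one. The list also had a larger share at 24 mo, where 33 of the 170 genes (19.4%) were past the cut-offs, 13 higher and 20 lower, against 1.8% of other genes (odds ratio 13.1, two-sided Fisher's exact test, p = 2.16e-23, in which genes are not independent replicates). The camera test of a common direction, a test across genes and not exact, gave p = 0.000927 toward lower expression there. No other setting, split or matched list was computed for the share at 24 mo. For the transcription regulators, 10 of 32 splits gave a match with the z-scores as far from chance as the real one, so the match cannot be told apart from the way the mice were split.

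HGPS and age changed 42 genes in the same direction and 24 in opposite directions, and 1 of 100 shuffles of the labels within replicate numbers, the real one, gave as many in the same direction. No other shuffle called genes in both comparisons, so this count cannot decide either. Both comparisons use the same 2-mo WT mice, which by itself makes their changes alike. When the 6 controls were divided so that each comparison had 3 of its own, the median over the 20 divisions was 9 genes in the same direction (6 to 14) and 11 in opposite directions (7 to 21), a median ratio of 0.753. The correlation of the log2 fold changes across genes, which are not independent replicates, fell from 0.25 to a median of 0.15. With fewer controls fewer genes pass. The ratio with all controls, 1.75, was itself under the 2 times set in advance as the criterion, so the test could not decide, and the surplus of the same direction cannot be told apart from the effect of the shared controls.

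A wrong scaling of whole libraries moves all their genes alike, and 1.43% of tested genes had a lower log2 fold change with age than Lox, so the normalization does not account for its fall relative to other genes. With the smooth muscle and fibroblast scores as covariates it was -0.83 (standard error 0.15, adjusted p = 0.00635), so it kept most of its size. In the same fit the rise in HGPS was 0.73 with a standard error of 0.27 (adjusted p = 0.472), in a fit where both scores separate HGPS from 2-mo WT. Relative to the mean of Col1a1, Col1a2, Col3a1, Col5a1 and Eln, Lox did not differ between the ages (difference 0.10, exact permutation test, p = 0.532). At 24 mo Col1a1 changed by -0.92 (adjusted p = 0.0370), Col1a2 by -0.95 (adjusted p = 0.000141), Eln by -1.03 (adjusted p = 0.000273) and Col5a1 by -0.39 (adjusted p = 0.0980). The lower Lox may thus be part of a general fall of fibrillar collagen and elastin transcripts with age, as a hypothesis.

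In HGPS these 5 genes had smaller changes, none past an adjusted p of 0.001: Col1a1 -0.26, Col1a2 -0.33, Col3a1 -0.38, Col5a1 -0.26 and Eln 0.02. Eln changed sign in some fits. Of the LOX family in whole aorta, Loxl2 changed by 0.34 (adjusted p = 0.00681) and Loxl4 by 0.39 (adjusted p = 0.0142) in HGPS, with Loxl1 at 0.20 and Loxl3 at 0.06. At 24 mo Loxl1 changed by -0.39, Loxl2 by -0.46, Loxl3 by 0.04 and Loxl4 by -0.57. Lmna was at 0.47 in HGPS (adjusted p = 0.00383) and 0.01 at 24 mo.

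If miR-145 acted less in HGPS, genes with its site might be higher. The 753 of 13374 genes with the 8-base site AACTGGAA in the 3′ UTR had a median log2 fold change of -0.003, above that of 90.6% of the 839 other words of the same bases. That is short of the 95% set in advance, and the median of the genes without the site was -0.002. The site in Lox has 7 of these 8 bases, so Lox is not among the 753 genes. Carmn, whose annotated gene lies next to Mir145a, had a log2 fold change of -0.76 in HGPS (adjusted p = 0.0585) and -0.01 at 24 mo. Relative to the smooth muscle score Carmn did not differ in HGPS (difference -0.03, exact permutation test, p = 0.942). Carmn by itself did not clearly differ either (exact permutation test, p = 0.0714) and ran from 13.1 to 54.4 CPM in 2-mo WT mice. The test therefore cannot decide, and fewer smooth muscle transcripts remain a candidate explanation for the lower level of Carmn.

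Pseudogenes were 22% of the 300 genes of highest variance in log2 CPM, against 2.69% of tested genes, a ratio of 8.18. Reads shared with near-identical copies may thus add to the variance that the principal components describe. Of the genes called, 9 in HGPS and 4 at 24 mo were pseudogenes, and these are uncertain.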
